# Exercise ameliorates osteopenia in mice via intestinal microbial-mediated bile acid metabolism pathway

**DOI:** 10.7150/thno.104186

**Published:** 2025-01-02

**Authors:** Congcong Yu, Rongtai Sun, Wentao Yang, Tianyuan Gu, Xiaozhang Ying, Lin Ye, Yang Zheng, Shunwu Fan, Xiangjun Zeng, Shasha Yao

**Keywords:** osteoporosis, gut microbiome, exercise, bile acid, apelin

## Abstract

**Rationale:** Physical exercise is essential for skeletal integrity and bone health. The gut microbiome, as a pivotal modulator of overall physiologic states, is closely associated with skeletal homeostasis and bone metabolism. However, the potential role of intestinal microbiota in the exercise-mediated bone gain remains unclear.

**Methods:** We conducted microbiota depletion and fecal microbiota transplantation (FMT) in ovariectomy (OVX) mice and aged mice to investigate whether the transfer of gut ecological traits could confer the exercise-induced bone protective effects. The study analyzed the gut microbiota and metabolic profiles via 16S rRNA gene sequencing and LC-MS untargeted metabolomics to identify key microbial communities and metabolites responsible for bone protection. Transcriptome sequencing and RNA interference were employed to explore the molecular mechanisms.

**Results:** We found that gut microbiota depletion hindered the osteogenic benefits of exercise, and FMT from exercised osteoporotic mice effectively mitigated osteopenia. Comprehensive profiling of the microbiome and metabolome revealed that the exercise-matched FMT reshaped intestinal microecology and metabolic landscape. Notably, alterations in bile acid metabolism, specifically the enrichment of taurine and ursodeoxycholic acid, mediated the protective effects on bone mass. Mechanistically, FMT from exercised mice activated the apelin signaling pathway and restored the bone-fat balance in recipient MSCs.

**Conclusion:** Our study underscored the important role of the microbiota-metabolic axis in the exercise-mediated bone gain, heralding a potential breakthrough in the treatment of osteoporosis.

## Introduction

Osteoporosis, characterized by low bone mass and trabecular deterioration, is a prevalent bone disorder in the elderly, especially in postmenopausal women 1. The imbalance of bone metabolism and increased levels of inflammatory factors caused by estrogen deficiency or aging are closely associated with the decline of bone mass 2, 3. Although certain medications, such as bone resorption inhibitors and calcium supplements, have been proven to effectively alleviate osteoporosis, there is still a need for more ideal interventions to improve bone health and prevent osteoporosis 4, 5. It is well recognized that engaging in physical activity is essential for maintaining bone mass and preventing bone diseases 6, 7. In a randomized controlled trial, postmenopausal women with decreased bone mass have shown significant improvements in bone strength through high-intensity resistance and impact exercises 8. Consistently, in ovariectomy (OVX)-induced osteoporosis mouse models, exercise serves as a potent defender against bone loss while facilitating angiogenesis through the augmentation of extracellular vesicle miRNAs levels in the bloodstream 9. However, the detailed mechanisms of the exercise-mediated protective effects on skeletal system remain largely elusive. A deeper understanding of these mechanisms is crucial for developing innovative approaches to the prevention and treatment of osteoporosis.

The gut microbiota, an intricate community of microorganisms, has emerged as an important regulator of the host's physiological processes across both health and disease states 10-12. Of note, accumulating evidence has implicated a tight connection between intestinal microbiota and bone homeostasis 13, 14. In both sex steroid-deficient and sex steroid-normal models, germ-free mice exhibit a suppression of osteoclastic activity, an enhancement in bone mass, and an improvement of trabecular bone when compared to conventionally raised mice 15, 16. Additionally, fecal microbiota transplantation (FMT) from young donors, rather than from old donors, can potently stimulate osteoblastic activity and inhibit osteoclast formation, thereby lessening the osteoporotic phenotype by facilitating the accumulation of extracellular vesicles within bone tissue 17. Moreover, some probiotics and gut microbiota-derived metabolites have been shown to correct the imbalanced bone metabolism and prevent bone loss 17, 18.

Nevertheless, it remains unclear whether the impact of exercise on bone is mediated by the gut microbiota, and which specific regulatory factors within the gut are crucial underlying the therapeutic benefits of exercise in the treatment of osteopenia. Here, we emphasized the importance of gut microbiota in the exercise-induced beneficial effects on bone mass by employing antibiotic-induced models and FMT models. Furthermore, 16S rRNA gene microbiota sequencing, RNA sequencing (RNA-Seq), and liquid chromatography-mass spectrometry (LC-MS) untargeted metabolomic analysis were carried out to delve into the mechanisms responsible for bone responses to exercise. Considering the profound role of gut microbiota in regulating osteogenic capacity, our study holds promise for advancing the understanding and treatment of metabolic bone disease.

## Methods

### Animals

Female mice at 4 weeks old and male mice at 17 months old were purchased from Hangzhou Medical College (Zhejiang, China), then maintained under a 12-hour light/dark cycle at 25 °C with ad libitum access to sterile food and water. After one month of acclimatization, the animals were used for experimentation. All animal experiments were approved by the Institutional Animal Care and Use Committee of the Zhejiang Center of Laboratory Animals. Female mice at 8 weeks old underwent bilateral OVX surgery, which involved ligating and removing both ovaries through a dorsal incision 13. The success of the operation was validated by vaginal cytology. Mice in the Sham group received corresponding sham surgery. Following a week of postoperative convalescence, the mice commenced an 8-week treadmill training regimen. Besides, 18-month-old aged male mice were also enrolled in the treadmill exercise. The body weight and food intake of the mice were recorded daily. Upon completion of the experiments, the mice were weighed, anesthetized, and various biological samples were meticulously procured for analysis prior to their euthanization.

### Treadmill exercise

The treadmill training was performed as previously described 19. An eight-lane animal treadmill (NJKEWBIO, Nanjing, China) was used for the exercise training. Mice initiated training with daily 60-minute sessions at 6 m/min, incrementing the speed by 1 m/min daily until reaching a consistent 12 m/min for 60 minutes. This routine was continued daily throughout the 8-week exercise program.

### Bone microcomputed tomography (µCT) imaging

The mouse tibias were isolated and completely cleared off muscle tissue. The tibias were examined with a µCT system (Skyscan 1275, Bruker, Belgium) at 9 µm voxel size. The growth plate was selected as a reference, and the grayscale range was set to 70 offset, and 100 consecutive images of μCT scans were used for bone trabecular region selection. The grayscale range was set to 150 offset, and 100 consecutive images were used for cortical bone region selection. Image reconstruction was performed using the data viewer and CTAn softwares for region of interest selection and quantitative data. Besides, 3D images were obtained using the CTvox software. Measurements were obtained, including bone mineral density (BMD), bone volume fraction (BV/TV), trabecular number (Tb. N), trabecular thickness (Tb. Th), trabecular separation (Tb. Sp), cortical thickness (Ct. Th), and cortical bone area fraction (Ct. Ar/Tt. Ar).

### Biomechanical analysis

Mouse femurs were dissected, defatted, and then preserved in 75% ethanol solution. For the three-points bending test to address the biomechanical parameters, femurs were placed with a span of 10 mm and load was applied to the midpoint of the shaft (creating a three-points bending). Mechanical resistance to failure was measured using an electronic tensile tester (CMT-6104, SANS, China) with actuator displaced at 2 mm/min. Ultimate force and yield point were further calculated.

### Bone histomorphometry

For histomorphometric analysis, the tibias were fixed in 4% paraformaldehyde for 48 hours and then decalcified in 10% EDTA (Aladdin, Shanghai, China) with continuous shaking for one week. Subsequently, the softened tibias were embedded in paraffin and sectioned. The morphology of the proximal trabecular bone was examined using Hematoxylin and eosin (H&E) staining (Solarbio, Beijing, China). Immunohistochemistry (IHC) staining was performed with osteocalcin (OCN) antibody (Bioss, USA) and apelin antibody (Proteintech, China) by a SP Rabbit & Mouse HRP kit (CWBIO, China) to quantify osteoblasts on the trabecular surface and assess apelin expression within the bone tissue, respectively. The number of osteoclasts on the trabecular surface was assessed by tartrate-resistant acid phosphatase (TRAP) staining (Solarbio, Beijing, China).

To assess dynamic bone formation, mice were intraperitoneally injected with a 0.1% calcein (Sigma-Aldrich, Germany) PBS solution 9 and 3 days prior to euthanasia. The tibias were harvested, dehydrated through gradient concentrations of ethanol, and embedded in methyl methacrylate (Sigma-Aldrich, Germany). Undecalcified bone sections with a thickness of 10 μm were prepared and observed under a fluorescence microscope (DMi8, Leica, Germany) for the calcein double labeling. The mineral apposition rates (MAR) of the trabecular and cortical bone were quantified and calculated.

### Serum biochemical analysis

Blood was drawn via ocular puncture from anesthetized mice, and serum was isolated by centrifugation at 4 °C at 4000 rpm. Commercial ELISA kits were employed to quantify serum levels of OCN (Abcam, USA), C-terminal telopeptides of type I collagen (CTX-1) (Reddot Biotech, Canada), and apelin (Sigma-Aldrich, Germany). Additionally, the levels of lipopolysaccharide (LPS) and inflammatory cytokines, including interleukin 1β (IL1β), interleukin 6 (IL6), interleukin 17 (IL17), and tumor necrosis factor α (TNFα), were assessed by ABclonal Technology (Wuhan, China).

### Antibiotic treatment

The antibiotic cocktail solution was prepared by mixing ampicillin (0.25 mg/mL), metronidazole (0.25 mg/mL), neomycin (0.25 mg/mL), and vancomycin (0.125 mg/mL) in autoclaved water 20. These antibiotics were purchased from Sigma-Aldrich, Germany. The mice with gut microbiota depletion were administered this cocktail for one week prior to initiating treadmill training, followed by a switch to standard autoclaved water. All other experimental animals received only standard autoclaved water throughout the experimental period.

### 16S rRNA sequencing and LC-MS untargeted metabolomics

Mice were transferred to separate, clean, and empty cages for feces collection. Fresh feces samples were preserved in cryotubes, frozen in liquid nitrogen, and stored at -80 °C. The 16S rRNA sequencing and LC-MS untargeted metabolomics of feces samples were carried out by LC-Bio Technology Co., Ltd (Hangzhou, China). The sequencing of gut microbiome was performed according to the manufacturer's recommendations, and the relative abundance in bacterial taxonomy, alpha diversity, and beta diversity were determined as previously depicted 12. The detection and analysis of metabolomics were conducted as previously described 21.

### FMT

Before microbiota transplantation, the original gut microbiota was depleted through antibiotic treatment. Sterile fecal samples were procured daily from mice engaged in 8 weeks of continuous exercise or from sedentary controls. Fresh fecal pellets from the donors, weighing 100 mg, were added to 1 mL of sterile PBS and homogenized. After a brief centrifugation (300 g, 30 s), the supernatant was immediately gavaged at 100 μL to the respective recipients. This process was continued for 8 weeks.

### Cell culture

The femurs and tibias of mice were collected, and the epiphyses were removed to flush out the marrow with αMEM medium (Gibco, USA) containing 15% FBS (Gibco, USA). The marrow flush was repeatedly pipetted to obtain a single-cell suspension, which was then centrifuged at 1000 rpm for 5 min. The cell pellet was resuspended in αMEM medium with 15% FBS and cultured in a 37 °C, 5% CO_2_ incubator. Medium was refreshed every 2-3 days, with repeated PBS washes. After 7 days, MSCs were isolated and prepared for subsequent experiments.

### Reverse transcription-quantitative polymerase chain reaction (RT-qPCR)

For cell samples and small intestine tissues, total RNA was extracted using a RNA extraction kit (AGbio, China), and the concentration and purity of RNA were determined by UV absorption method (Thermo Fisher Scientific, NanoDrop® ND-2000). Reverse transcription was performed on extracted RNA using a reverse transcription kit (AGbio, China), and qPCR was carried out through a SYBR® Green Premix Pro Taq HS qPCR Kit (AGbio, China) on a real-time fluorescence quantitative PCR system (QuantStudio 6 Flex, Applied Biosystems, USA). The primer sequences used were shown in Table S1.

### Osteogenic potential assessments

MSCs extracted from various groups of mice were further cultured in an osteogenic medium (αMEM containing 10% FBS, 50 mg/mL ascorbic acid, and 10 mM β-glycerophosphate) to assess osteogenic potential. Following a 7-day incubation period, alkaline phosphatase (ALP) activity of cells was quantified using an ALP staining kit (Yeasen, Shanghai, China) and an ALP activity detection kit (Yeasen, Shanghai, China). Subsequently, after a 14-day culture, the formation of mineralization nodules was analyzed using an ARS staining solution (Solarbio, Beijing, China). The red-stained mineralized deposits were dissolved in a 0.5 M HCl solution (Sinopharm, China) containing 5% SDS (Aladdin, Shanghai, China), and the absorbance was measured at 405 nm.

### RNA-Seq

MSCs isolated from different groups were used for RNA-Seq. The TruSeq™ RNA sample preparation kit (Illumina, USA) was used to prepare the RNA-seq libraries. The library quality was verified using an Agilent 2100 Bioanalyzer (Agilent, USA). Sequencing was performed on the Illumina HiSeq 4000 sequencing platforms at Majorbio Biotech Co., Ltd (Shanghai, China). A corrected *P*-value (Benjamini & Hochberg method) of 0.05 and an absolute foldchange of 2 were set as the threshold for differentially expressed genes (DEGs). Gene ontology (GO) function and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis were performed by clusterProfiler package v3.18.0 of R software. FDR < 0.05 was considered significant.

### Apelin signaling pathway inhibition

The apelin signaling pathway was suppressed using the apelin receptor antagonist ML221 (TargetMol, USA), wherein mice were administered ML221 (150 μg/kg) via tail vein injections three times a week for 8 weeks 22. The same vehicle (primarily PBS) was injected as a control.

The knockdown of the *Apln* gene *in vivo* was performed using an adeno-associated virus (AAV) vector expressing the shRNA to *Apln* and EGFP. AAV-Ctrl shRNA or AAV-Apln shRNA (1 × 10^11^ genome copies/mL) was injected into the mice via the tail vein (100 µL per mouse). Two weeks later, the EGFP fluorescence in the mice was detected by an IVIS Imaging System 200 (Caliper Life Sciences, USA), and the mice were used for subsequent experiments.

### Quantification of inflammatory cytokines in bone marrow (BM)

The femurs and tibias from mice were harvested and the marrow cavities were flushed with 1 mL of PBS per mouse. The resulting wash was centrifuged at 4 °C at 13,000 rpm for 10 min to yield the supernatant, which was then stored at -80 °C. The assessments of inflammatory cytokines (IL1β, IL6, IL17, TNFα, and IFNγ) in the BM supernatant were performed by ABclonal Technology (Wuhan, China).

### Intestinal histopathology

The intestinal tissues (small intestine and colon) from mice were collected and promptly cleansed with PBS to eliminate luminal contents. The tissues were then immersed in 4% paraformaldehyde for 48 hours for fixation, followed by paraffin embedding and sectioning. The sections of small intestine were stained using an AB-PAS staining kit (Solarbio, Beijing, China) to visualize the small intestinal structure and highlight goblet cells. Representative regions were selected for quantification of goblet cells. The sections of colon were stained using a H&E staining kit. Immunofluorescent staining of intestinal tissues was performed using Muc2 antibody (ABclonal Technology, China) and Tjp1 antibody (ABclonal Technology, China), and the cell nuclei were counterstained with DAPI. The fluorescence intensity was observed and recorded under a fluorescence microscope.

### Intestinal permeability test

To evaluate intestinal permeability, mice were orally gavaged with 300 μL fluorescein isothiocyanate (FITC)-dextran (Sigma-Aldrich, Germany) solution in PBS (100 mg/mL). After 4 hours, serum samples were obtained and the fluorescence intensity was measured at excitation and emission wavelengths of 470 nm and 520 nm, respectively.

### Administration of specific bacterial taxa

Prior to the administration of specific bacteria, OVX mice were initially subjected to a one-week regimen of oral antibiotic cocktail solution to deplete the gut microbiota. Subsequently, the mice were gavaged every two days with 200 μL of reduced PBS containing microbiota (5 × 10^8^ CFU/mL), and the control group mice were administered an equivalent volume of reduced PBS. After an 8-week duration, the mice were euthanized for further analysis and evaluation. *Lachnospira* (DSM #107526), *Odoribacter* (DSM #20712), *Anaerotruncus* (DSM #28734), and *Pseudoflavonifractor* (DSM #23940) were purchased from DSMZ (Germany).

### Administration of metabolites in mice

Mice were orally gavaged with different metabolites, including taurine (Tau), ursodeoxycholic acid (UDCA), linoleic acid (LA), all-trans-retinoic acid (ATRA), and 3-hydroxyanthranilic acid (3HAA) (Sigma-Aldrich, Germany). Mice were dosed orally with 200 mg/kg of metabolites daily over an 8-week period. Mice in the control group received equivalent volumes of PBS by the same gavage method.

### Statistical analysis

GraphPad Prism software was used for statistical analysis. Data in graphs are shown as means ± SEM. For comparisons between two groups, two-tailed unpaired *t* test was used to determine the statistical significance. For comparisons among three or more groups, one-way ANOVA followed by Bonferroni's multiple comparisons test was used to determine the statistical significance. Differences between groups with p < 0.05 were considered significant (*p < 0.05, **p < 0.05, ***p < 0.01).

## Results

### Antibiotic treatment inhibited the protective effects of exercise against OVX-induced bone loss

To assess the benefits of exercise training on osteopenia caused by estrogen deficiency, mice were enrolled in a treadmill exercise regimen one week post-OVX (Exer group) (Figure 1A). Sedentary mice, subjected to either sham surgery or OVX, acted as control subjects (Sham or Ctrl group). The deficiency of endogenous estrogen led to increased body weight, and physical exercise effectively reduced the OVX-induced weight gain (Figure S1A). Exercise reduced the food intake by 22% (Figure S1B), which is associated with exercise-induced anorexia 23. µCT detection demonstrated significantly decreased bone mass and microstructural deterioration in sedentary OVX mice compared to Sham mice, evidenced by substantially reduced BMD, BV/TV, Tb. N, Tb. Th, Ct. Th, and Ct. Ar/Tt. Ar, along with significantly incremental Tb. Sp (Figure 1B-E and S1C-F). Following an 8-week regimen of exercise training, these parameters of compromised bone mass and microstructures were notably restored (Figure 1B-E and S1C-F). Regular exercise training markedly enhanced the architecture of both trabecular and cortical bone. Aligned with the structural changes, the three-point bending test of femurs highlighted the improvements in biomechanical properties, with the yield point and ultimate force reflecting the bone's resistance to injury and overall integrity, respectively (Figure 1F-G). H&E staining of the proximal tibia further illustrated the augmented trabecular bone architecture attributable to physical exercise (Figure S1G). Moreover, assessment of osteoblastic and osteoclastic activities in the exercise-trained mice was conducted. IHC staining for OCN demonstrated that physical exercise promoted a substantial increment in osteoblasts along the bone surface of OVX mice (Figure S1G-H), paralleling the alterations observed in their serum OCN concentrations (Figure 1H). TRAP staining revealed that OVX precipitated a surge in osteoclast population, which was mitigated by exercise intervention (Figure S1G and S1I). The exercise regimen potently suppressed the OVX-mediated elevation of CTX-1, a serum biomarker indicative of bone resorption (Figure 1I) 24. In summary, exercise rectified bone metabolism imbalance through activation of osteoblast function and inhibition of osteoclast formation, augmenting both bone mass and strength.

To investigate whether the therapeutic effects of exercise on estrogen-deficient osteopenia depend on the gut microbiota, we pretreated mice with antibiotics (Abx) for 7 days post-OVX to deplete intestinal microbiota before initiating an 8-week exercise protocol (ExerAbx group) (Figure 1J). Mice in the other groups also received a 7-day vehicle treatment accordingly. 16S rRNA gene microbiota sequencing confirmed that exercise increased microbial richness in the gut of mice, as measured by α-diversity analysis, while Abx treatment led to a depletion of the gut microbiota (Figure 1K-L and S2A-C). Abx treatment significantly impaired the bone structure in exercised mice, manifesting as an attenuation of the osteo-protective effects of the exercise regimen (Figure 1M-P and S2D-G). The degradation of bone structure in Abx-treated mice was accompanied by increased skeletal fragility, as indicated by biomechanical assessments (Figure 1Q-R). Furthermore, Abx treatment negated the exercise-induced enhancement of osteoblast activity and suppression of osteoclastogenesis (Figure S2H-J), paralleling the alterations in serum OCN and CTX-1 levels (Figure 1S-T). These results indicated that intestinal microbiota was implicated in the exercise-induced bone-preserving action in OVX mice.

### FMT from exercised osteoporotic mice ameliorated bone loss

To elucidate the gut microbiota's role in exercise-mediated bone gain, we conducted FMT from sedentary or exercised osteoporotic mice to OVX recipients (TranspCtrl or TranspExer group) (Figure 2A). Antibiotic pretreatment was employed to create a receptive gut environment for the transplanted microbiota.

During the 8-week FMT, no noticeable variances in body weight or food intake were observed between the TranspCtrl and TranspExer groups (Figure S3A-B). Notably, mice receiving microbiota from exercised donors exhibited improved bone structure, with denser trabeculae and thicker cortical bone (Figure 2B-F and S3C-E). The enhanced bone mass and quality in the TranspExer group mice were accompanied by superior biomechanical performance, characterized by increased yield points and ultimate strength of femurs (Figure 2G-H). Furthermore, FMT from exercised OVX mice, as opposed to sedentary ones, boosted OCN^+^ osteoblasts and diminished TRAP^+^ osteoclasts on the trabecular bone surface of recipient mice (Figure 2I-K). Concurrently, serum OCN level climbed while CTX-1 level decreased in the TranspExer group (Figure 2L-M), signaling a rebalanced bone metabolism. Calcein double labeling revealed that FMT from exercised OVX mice significantly enhanced MAR in both trabecular and cortical bone, reversing the impairment of new bone formation and mineralization in osteoporotic recipients (Figure 2N-P).

Given the significant role of BM MSCs in bone homeostasis, we extracted MSCs from the BM of recipient mice and assessed cellular osteogenic potential. The TranspExer group demonstrated a marked enhancement in ALP activity, alongside increased mineralization deposits formed by BM MSCs (Figure 2Q-S). Furthermore, FMT derived from exercised OVX mice significantly upregulated the expression of osteoblast-specific differentiation genes within the recipient BM MSCs, including *Alp*, *Col1a1*, *Bglap*, *Spp1*, *Sp7*, and *Runx2* (Figure S3F-K) 25, 26. Overall, the findings indicated that the colonization of gut microbiota from exercised mice could augment the osteogenic potential of MSCs in recipients, contributing to enhanced bone formation and increased bone mass.

### FMT from exercised osteoporotic mice activated the apelin signaling pathway in MSCs

To elucidate the molecular mechanisms underlying the bone gain of FMT from exercised osteoporotic mice, we harvested BM MSCs from OVX mice following FMT and executed transcriptomic profiling. 

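BM MSCs are the plastic-adherent stromal cells of the marrow, which can form osteoblasts and adipocytes. For this experiment they came from mice that underwent OVX at 8 weeks of age and then received FMT for 8 weeks, and they were obtained by culturing flushed marrow for 7 days with repeated washes, with no sorting step described. The RNA-Seq data comprised 3 samples of the TranspCtrl group and 3 of the TranspExer group. For each sample, the authors deposited an estimated read count for each of 56980 mouse genes listed by Ensembl identifier, without normalization, and 28383 of these genes had a count in at least 1 sample. Between 10.1% and 12.2% of the values in a sample were not whole numbers, so all values were rounded before testing. The total count was 19034694, 19406811 and 21319228 in TranspCtrl replicates 1, 2 and 3, and 19749165, 17647682 and 20843509 in TranspExer replicates 1, 2 and 3. At these depths, 3 counts corresponded to between 0.141 and 0.17 CPM (counts scaled to the library's total), a floor that covers counting error only. The paper's methods name a TruSeq kit for the libraries, whereas the sample labels name a stranded mRNA kit, and the paper's text and the labels do not name the aligner, the counting tool, the genome build or the test for DEGs. Reads of overlapping genes and of near-identical gene copies could therefore have been split in a way that cannot be recovered from the counts. The counts were normalized by edgeR's TMM method, and genes were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The thresholds were those of the paper's methods, an adjusted p-value of 0.05 and an absolute fold change of 2. The low-count filter of edgeR (filterByExpr) left 15190 genes. With 3 samples against 3, an exact two-sided permutation test of a single gene cannot give a p-value under 0.1, so the p-values rest on the variance that the model shares across genes.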

PCA indicated that MSCs from the TranspExer group and the TranspCtrl group displayed distinct transcriptomic landscapes (Figure 3A). 

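Principal component analysis was run on the log2 CPM of the 15190 genes with a prior count of 2, centred and not scaled. The first component held 71.4% of the variance and the second 11.9%. On the first component, TranspCtrl replicates 1, 2 and 3 scored -61.2, -30.9 and -32.4, and TranspExer replicates 1, 2 and 3 scored 41.1, 41 and 42.4, so the groups did not overlap. TranspCtrl replicate 1 lay apart from the other TranspCtrl samples, with 29.7 on the second component against -22.7 and -19. The Euclidean distance between samples in log2 CPM was 37 to 62.8 within the TranspCtrl group, 42.8 to 43.9 within the TranspExer group, and 82.7 to 110 between the groups. The biological coefficient of variation was 0.167 among the 3 TranspCtrl samples, 0.0596 among the 3 TranspExer samples, and 0.0479 between TranspCtrl replicates 2 and 3 alone. The mean chi-square per gene, which is 1 for counting error alone and more for any difference between cultures, was 4 between TranspCtrl replicates 2 and 3 and 4.69 to 8.42 between TranspExer samples. It was 64.4 and 58.7 between TranspCtrl replicate 1 and the other TranspCtrl samples, and 68.2 to 176 between groups. The input of the component analysis moved the share on the first component. It was 48.9% when all genes with at least 1 count were kept, the largest move. It was 55% with each gene scaled to unit variance and 82.7% with the 500 most variable genes.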

Compared to the TranspCtrl group, MSCs from the TranspExer mice showed a marked shift in gene expression, with 546 genes significantly upregulated and 799 genes downregulated (Figure 3B). 

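Of the 15190 genes tested, 531 were upregulated and 802 downregulated in the TranspExer group past both thresholds. At the adjusted p-value threshold alone, 2523 genes were higher and 2361 lower. The samples of the groups did not overlap for 52.4% of all tested genes, where random labels would give 10%. Among the settings tried, the strictest was to test the fold change of 2 within the model, which left 138 upregulated and 274 downregulated genes. Among upregulated DEGs with a mean of at least 10 CPM and no overlap between groups, the largest changes were those of a second *Nnt* gene model, *Ntn4*, *Prg2*, *Robo4* and *Mpo*. The second *Nnt* model (ENSMUSG00000116207, chromosome 13) had a log2 fold change of 4.93 (standard error 0.59, adjusted p = 0.000779). It overlaps *Nnt* itself on the same strand, and the summed counts of both models, most of which were on *Nnt* itself, had a log2 fold change of 0.44 (adjusted p = 0.0715). *Ntn4* (ENSMUSG00000020019, chromosome 10) rose from 4.00 ± 1.25 CPM (SD, n = 3) in TranspCtrl to 29.7 ± 0.438 CPM (SD, n = 3) in TranspExer, a log2 fold change of 2.90 (standard error 0.20, adjusted p = 7.57e-05 from edgeR). The log2 fold changes of *Prg2*, *Robo4* and *Mpo* were 2.74, 2.58 and 2.47, with adjusted p-values of 0.000213, 6.19e-05 and 0.000123. The 5 downregulated DEGs with the largest changes by the same rule were all immunoglobulin variable genes. *Ighv7-4* (ENSMUSG00000076668, chromosome 12) fell from 201 ± 106 CPM (SD, n = 3) to 3.04 ± 0.492 CPM (SD, n = 3), a log2 fold change of -6.05 (standard error 0.42, adjusted p = 7.65e-05 from edgeR). The log2 fold changes of *Ighv1-78*, *Ighv7-3*, *Ighv10-3* and *Iglv2* were -5.41, -5.13, -5.05 and -4.61. Variable genes are close copies of each other, so the counts of single members are uncertain. Immunoglobulin loci held 143 of the 802 downregulated DEGs and 1 of the 531 upregulated DEGs.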

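GO and KEGG gene sets were not used here, and pathways were examined with gene lists written by hand before the counts were examined and with Reactome sets. Lists were tested with camera (limma), which compares a list's genes with all other tested genes, using its preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 24 lists. Of 32 tested Notch pathway genes, 27 were higher in the TranspExer group, 10 were upregulated DEGs and none was a downregulated DEG, with a median log2 fold change of 0.40 (adjusted p = 1.66e-07 from camera in limma). With the correlation estimated from the 6 samples in place of the preset, the adjusted p-value for this list was 0.238. *Psen2* (ENSMUSG00000010609, chromosome 1) had 32.3 ± 1.61 CPM (SD, n = 3) in TranspCtrl and 74.5 ± 1.74 CPM (SD, n = 3) in TranspExer, a log2 fold change of 1.20 (standard error 0.07, adjusted p = 4.99e-05 from edgeR). *Dll4* (ENSMUSG00000027314, chromosome 2) had a log2 fold change of 1.18 (standard error 0.09, adjusted p = 0.000105), and *Notch4* (ENSMUSG00000015468, chromosome 17) one of 1.92 (standard error 0.17, adjusted p = 0.000201). Of 36 tested genes of the TGF-β and BMP response, 25 were higher and 11 lower, with 4 upregulated DEGs and a median log2 fold change of 0.31 (adjusted p = 0.00186, or 0.45 with the estimated correlation). These 4 genes were *Id2*, *Eng*, *Bmp2* and *Tgfb1*, with log2 fold changes of 1.09, 1.69, 2.39 and 1.34. *Tgfb1* was the most variable of them, with 224 ± 87.3 CPM (SD, n = 3) in TranspCtrl and 567 ± 19.7 CPM (SD, n = 3) in TranspExer (adjusted p = 0.00836 from edgeR). Endothelial cell markers were also higher in the unsorted TranspExer cultures, in 32 of 33 tested genes. Which cells carried the rise of the Notch, TGF-β and BMP genes was not tested, so it need not be a change within MSCs. The Reactome test covered 837 sets of 10 to 500 tested genes, with a background of 4796 tested genes that belong to a set, of which 195 were upregulated DEGs. By one-sided Fisher's exact tests with Benjamini-Hochberg adjustment, 27 sets were over-represented among upregulated DEGs. Hemostasis came first, with 40 of 357 genes (adjusted p = 1.31e-06). Platelet activation, signaling and aggregation followed with 24 of 162 (adjusted p = 9.22e-06), then potassium channels with 12 of 42 (adjusted p = 1.54e-05). The cells behind these sets were not tested. The sets below were picked for the pathways that the paper names, not for their rank. Signaling by NOTCH3 and signaling by NOTCH4 each held 5 upregulated DEGs among 12 genes, where 0.488 were expected by chance (adjusted p = 0.00346). The whole NOTCH set held 9 among 68 genes (adjusted p = 0.0481), while signaling by NOTCH1 held 7 of 56 and signaling by NOTCH2 held 4 of 26 (adjusted p = 0.144 and 0.288). Of the sets with MAPK or ERK in their names, the Gastrin-CREB signalling pathway via PKC and MAPK held 16 among 104 genes (adjusted p = 0.000356). The smaller set for G alpha q signalling events also held 16, among 84 genes (adjusted p = 3.52e-05 from Fisher's exact test). Whether these were the same genes was not tested, so the Gastrin-CREB result cannot be credited to MAPK signaling. The linkage sets of p130Cas and of GRB2:SOS to MAPK for integrins each held 3 of 12 (adjusted p = 0.196), and signalling to ERKs, prolonged ERK activation events and FCERI mediated MAPK activation held 1 of 34, 1 of 19 and 1 of 36 (adjusted p = 1 for each). The sets for PI3K AKT activation, Rap1 signalling and the TGF-β receptor complex held 4 of 67, 1 of 15 and 1 of 66 genes (adjusted p = 1 for each). The set for platelet calcium homeostasis held 2 of 12 genes (adjusted p = 0.793). The set for response to elevated platelet cytosolic Ca2+ held 9 of 71, where 2.89 were expected (adjusted p = 0.0631). Platelet degranulation also held 9, among 66 genes (adjusted p = 0.0436 from Fisher's exact test), so the 9 cannot be credited to calcium signaling alone. The sets named Ca2+ pathway and Ca-dependent events held 2 of 29 and 2 of 27, where 1.18 and 1.1 were expected, and did not pass.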

Enrichment analysis of upregulated DEGs following the exercise-matched FMT identified the activation of key pathways, including mitogen-activated protein kinase/extracellular signal-regulated kinase (MAPK/ERK) 27, Notch 28, RAS-proximate-1 (Rap1) 29, phosphoinositide-3-kinase and protein kinase B (PI3K-AKT) 30, transforming growth factor beta (TGF-β) 31, and calcium signaling pathways 32, all of which are important for osteogenic differentiation and align with the previously demonstrated osteogenic traits (Figure 3C).

Beyond the canonical osteogenic pathways, certain lipid metabolism pathways were upregulated following the exercise-matched FMT, including regulation of lipolysis and apelin signaling pathway (Figure 3C-D). 

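The 8 genes shown in Figure 3D were higher in every TranspExer sample than in every TranspCtrl sample, and all 8 passed both DEG thresholds. *Apln* (ENSMUSG00000037010, chromosome X), which encodes the apelin peptide, had 71.2 ± 11.3 CPM (SD, n = 3) in TranspCtrl and 304 ± 10.6 CPM (SD, n = 3) in TranspExer, a log2 fold change of 2.09 (standard error 0.12, adjusted p = 4.66e-05 from edgeR). With each sample left out in turn, its log2 fold change stayed between 1.97 and 2.19. The gene of its receptor, *Aplnr* (ENSMUSG00000044338, chromosome 2), rose from 5.82 ± 1.87 CPM (SD, n = 3) to 18.1 ± 0.685 CPM (SD, n = 3), a log2 fold change of 1.63 (standard error 0.22, adjusted p = 0.00132). The adenylate cyclase genes *Adcy4* (ENSMUSG00000022220, chromosome 14) and *Adcy5* (ENSMUSG00000022840, chromosome 16) had log2 fold changes of 1.25 (standard error 0.18, adjusted p = 0.00199) and 1.58 (standard error 0.29, adjusted p = 0.00526). *Adcy5* was at a low level, with 20 to 38 counts in TranspCtrl samples and 64 to 99 in TranspExer samples. *Plin1* (ENSMUSG00000030546, chromosome 7) had at most 3 counts in a TranspCtrl sample and 25 to 34 counts in TranspExer samples, so it was at least 11-fold higher (adjusted p = 0.00146 from edgeR). *Notch3*, *Jag1* and *Nos3* had log2 fold changes of 1.26, 1.37 and 1.10, with adjusted p-values of 0.000375, 0.000996 and 0.0014. *Nos3* is overlapped on the opposite strand by *Atg9b*, whose mean count of 22 compares with 195 for *Nos3*.

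**Figure D1:**
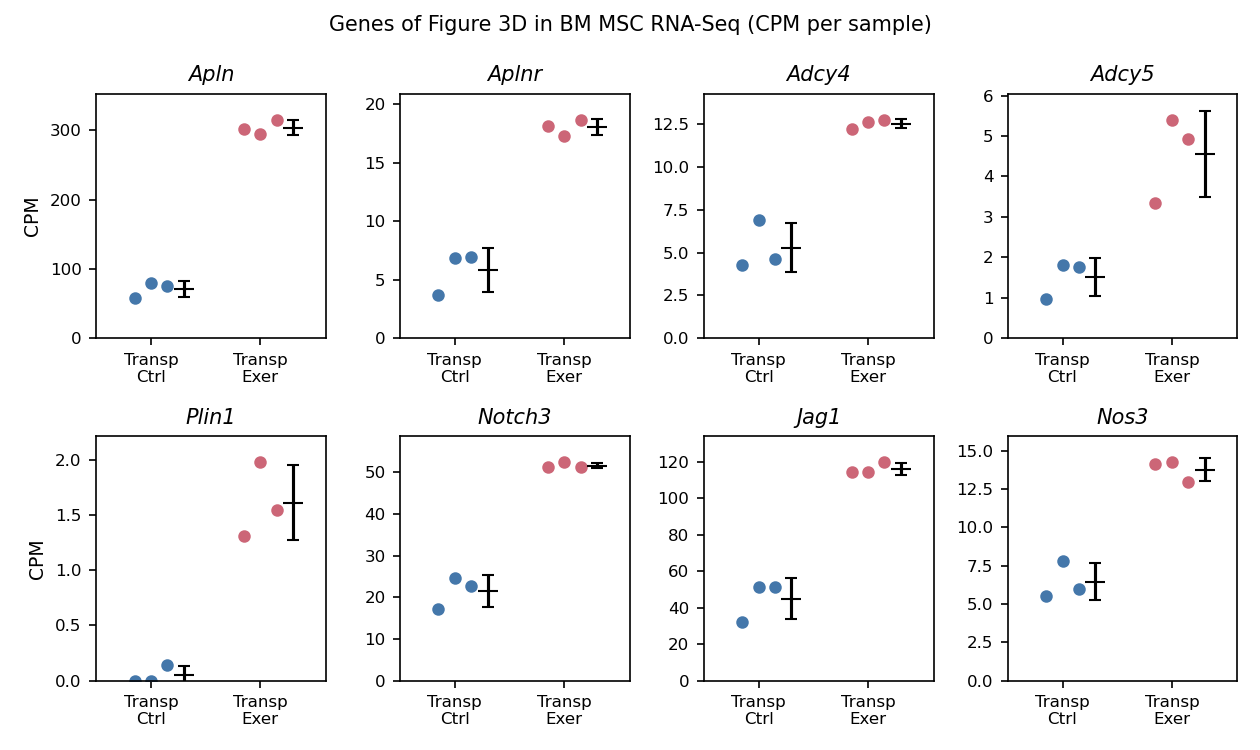
CPM of the 8 genes of Figure 3D in BM MSCs, on linear axes from 0. Points are samples, and the bars beside them give the mean ± SD (n = 3 per group). *Apln* averaged 71.2 CPM in TranspCtrl and 304 CPM in TranspExer, and no gene overlapped between the groups.

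Of 94 tested genes in a hand-written apelin pathway list, 62 were higher and 32 lower in TranspExer (median log2 fold change 0.18). The list, which includes these 8 genes, had an adjusted p-value of 0.0044 from camera in limma. It was 0.458 with the correlation estimated from the samples. These 8 were all of the upregulated DEGs in the list, so the other 86 genes held no upregulated DEG by selection. Of these 86, 54 were higher, 32 lower and 1 a downregulated DEG (median log2 fold change 0.10, adjusted p = 0.143 from camera). Of 27 tested lipolysis genes, 24 were higher and 8 were upregulated DEGs (median log2 fold change 0.55, adjusted p = 2.07e-05 from camera, or 0.176 with the correlation estimated from the samples). Without *Plin1*, *Adcy4* and *Adcy5*, 21 of the 24 remaining lipolysis genes were higher and 5 were upregulated DEGs (adjusted p = 0.000349 from camera in limma). *Mgll* (ENSMUSG00000033174, chromosome 6) rose from 16.5 ± 1.72 CPM (SD, n = 3) to 41.9 ± 1.75 CPM (SD, n = 3), a log2 fold change of 1.34 (standard error 0.10, adjusted p = 0.000101). *Pnpla2* (ENSMUSG00000025509, chromosome 7) had a log2 fold change of 1.08 (standard error 0.14, adjusted p = 0.00131).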

Notably, apelin, a key exerkine, has been reported to repress adipogenesis and facilitate bone mass augmentation 33, 34. Subsequent RT-qPCR validation further confirmed the upregulation of *Apln*, *Aplnr*, *Adcy4*, and *Adcy5* in MSCs from the TranspExer group (Figure 3E). Serum assays and bone IHC staining verified the elevated systemic and skeletal apelin levels in recipient mice treated with the exercise-matched FMT (Figure 3F-G). Given that extensive research has validated the adipogenesis activation and the bone-fat balance disruption as significant drivers of skeletal aging 35, 36, the adipogenic genes in FMT-treated mice were further assessed. We observed a significant reduction in the mRNA expression levels of adipogenic markers (*Pparg*, *Cebpa*, *Fabp4*, and *Lpl*) in the MSCs from the TranspExer group (Figure 3H). Furthermore, histological assessment of tibial sections revealed a significant decrease in both adipocyte quantity and size within the TranspExer group, indicative of attenuated adipogenesis (Figure 3I-K). Overall, FMT from exercised osteoporotic mice activated the apelin signaling pathway, promoted osteogenesis, and inhibited adipogenesis in MSCs of recipient OVX mice.

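In the RNA-Seq data of the recipients' MSCs, none of the osteogenic genes that the paper measured by RT-qPCR was higher in the TranspExer group. *Alpl* (ENSMUSG00000028766, chromosome 4), the gene of alkaline phosphatase, had 108 ± 16.8 CPM (SD, n = 3) in TranspCtrl and 54.0 ± 2.99 CPM (SD, n = 3) in TranspExer, a log2 fold change of -0.99 (standard error 0.12, adjusted p = 0.00089 from edgeR). *Sp7* (ENSMUSG00000060284, chromosome 15) had a log2 fold change of -1.07 (standard error 0.14, adjusted p = 0.00108). The log2 fold changes of *Runx2*, *Col1a1* and *Spp1* were -0.12, -0.16 and -0.09, with adjusted p-values of 0.663, 0.674 and 0.612, within the spread of the TranspCtrl samples. Without TranspCtrl replicate 1, *Runx2* and *Col1a1* had log2 fold changes of -0.34 and -0.44 (adjusted p = 0.00228 and 1.54e-05 from edgeR). In that fit *Spp1* had one of 0.05. *Bglap* and its near-identical copy *Bglap2* had at most 1 count in any sample. The copy *Bglap3* had 5, 1 and 4 counts in TranspCtrl and 1, 0 and 0 in TranspExer, too few to compare the groups at this depth. The adipogenic genes that the paper measured by RT-qPCR were all higher in the TranspExer samples. *Pparg* (ENSMUSG00000000440, chromosome 6) had 20.8 ± 2 CPM (SD, n = 3) in TranspCtrl and 51.6 ± 1.21 CPM (SD, n = 3) in TranspExer, a log2 fold change of 1.31 (standard error 0.09, adjusted p = 7.65e-05 from edgeR). *Lpl* (ENSMUSG00000015568, chromosome 8) rose from 806 ± 48 CPM (SD, n = 3) to 2663 ± 211 CPM (SD, n = 3), a log2 fold change of 1.72 (standard error 0.10, adjusted p = 4.66e-05). *Cebpa* had a log2 fold change of 0.80 (standard error 0.18, adjusted p = 0.013). *Fabp4* had one of 0.75 (standard error 0.24, adjusted p = 0.0454), and its adjusted p-value was 0.0905 when counts were scaled by library size only.

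**Figure D2:**
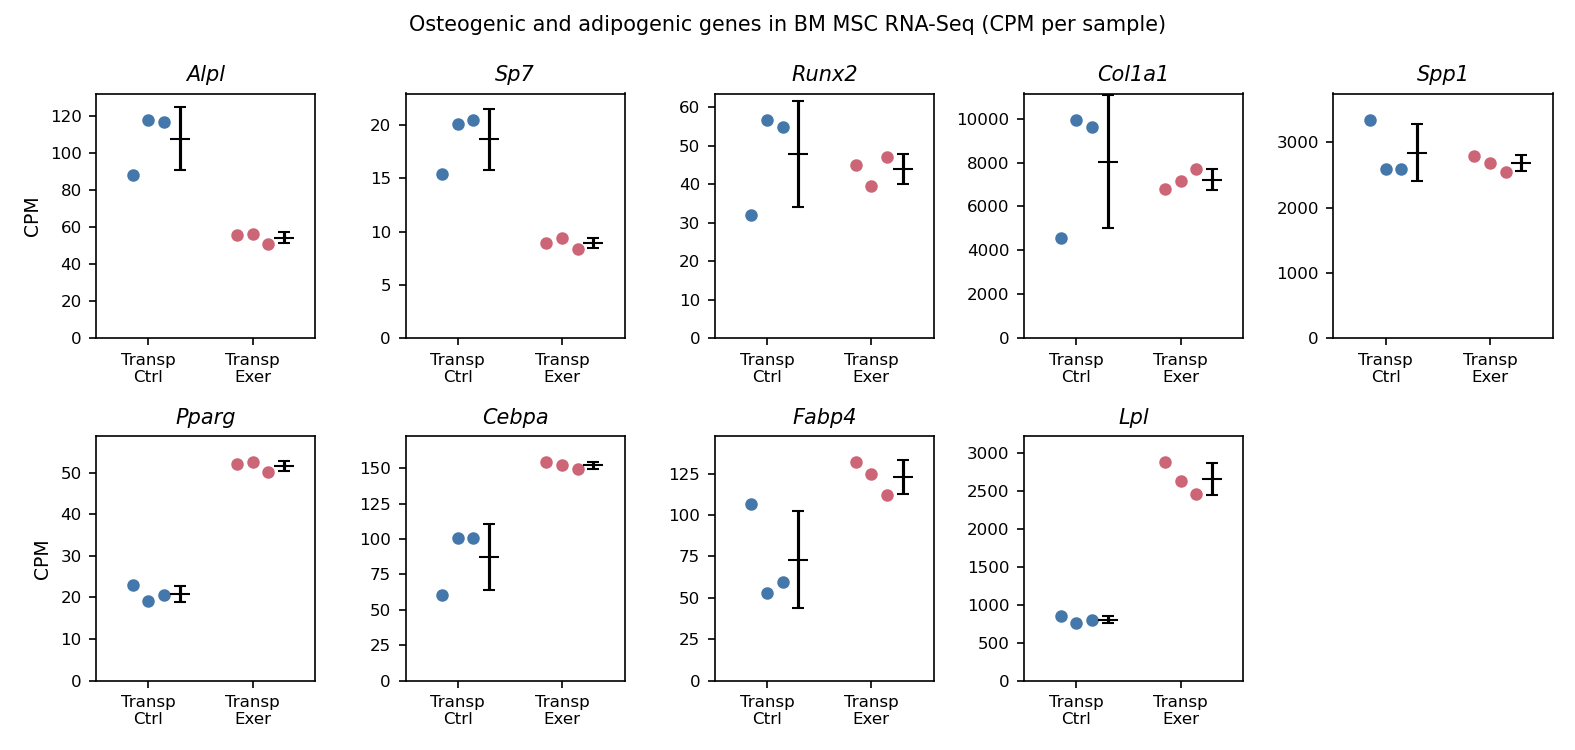
CPM of osteogenic genes (top) and adipogenic genes (bottom) in BM MSCs by RNA-Seq, on linear axes from 0. Points are samples, and the bars beside them give the mean ± SD (n = 3 per group). *Lpl* averaged 806 CPM in TranspCtrl and 2663 CPM in TranspExer.

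From the apelin pathway among the upregulated DEGs, together with its RT-qPCR, serum assays and bone staining, the paper concludes that the FMT activated this pathway.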

In order to elucidate the function of the apelin signaling pathway in the bone gain resulting from the exercise-matched FMT, the apelin receptor blocker ML221 was used to interfere with apelin signaling. Following the treatment with ML221, the augmentation of bone mass triggered by the exercise-matched FMT was suppressed (Figure S4A-H). Besides, ML221 downregulated osteogenic genes (*Alp* and *Runx2*) and upregulated adipogenic genes (*Pparg* and *Lpl*) in MSCs from the TranspExer mice (Figure S4I-J). Moreover, we validated the important role of apelin by knocking it down with AAV encapsulating apelin shRNA (AAV-Apln). After injection of AAV-Apln, EGFP fluorescence was detected *via* live imaging (Figure S4K), and both serum APLN level and *Apln* gene expression in MSCs significantly decreased (Figure S4L-M). Similar to the effects of ML221 treatment, AAV-Apln significantly inhibited the bone gain of the exercise-matched FMT on OVX mice (Figure 3L-N and S4N-T). These results implied a pivotal role for the apelin signaling pathway in the bone benefits associated with exercise-induced FMT.

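In hand-written gene lists, inflammatory genes past both DEG thresholds were mostly lower in the TranspExer group. None of the 3 lists passed the camera test (limma) in the main fit. Of 56 tested genes of the IL17 and TNF response, 10 were downregulated DEGs, so higher in TranspCtrl, and 1 was an upregulated DEG (median log2 fold change -0.15, adjusted p = 0.0705). Of 30 tested genes of the IL1 response, 6 were downregulated DEGs and none was an upregulated DEG (median log2 fold change -0.08, adjusted p = 0.119). When DEGs were counted by a one-sided Fisher's exact test in place of camera, the adjusted p-values of these lists were 0.00149 and 0.00728. Camera gave them 0.0365 and 0.0414 with the replicate number as a block in the fit, although the replicate numbers showed no pairing. Without TranspCtrl replicate 2, camera gave them 0.0445 and 0.0732. Other alternatives weakened them. Camera gave 0.339 and 0.238 with the correlation estimated from the samples, and 0.126 and 0.18 without TranspExer replicate 3. Without TranspCtrl replicate 1, their median log2 fold changes shrank to -0.06 and -0.03. Of 54 tested genes of the IFNγ response, 33 were lower and 21 higher, with 2 downregulated DEGs and 1 upregulated DEG (median log2 fold change -0.09, adjusted p = 0.42). *Mmp9* (ENSMUSG00000017737, chromosome 2) had 303 ± 63.7 CPM (SD, n = 3) in TranspCtrl and 56.6 ± 2.95 CPM (SD, n = 3) in TranspExer, a log2 fold change of -2.42 (standard error 0.16, adjusted p = 6.5e-05 from edgeR). *Cxcl5*, *Ccl12*, *Ccl7*, *Ccl2* and *Socs3* had log2 fold changes of -2.04, -1.81, -1.13, -1.07 and -1.03, with adjusted p-values of 0.00129, 0.00404, 0.00259, 0.00666 and 0.000131. *Edn1*, the upregulated DEG of the IL17 and TNF list, had one of 1.45 (adjusted p = 0.000103 from edgeR). Among IFNγ response genes, *Cxcl9* had a log2 fold change of -1.17 (standard error 0.14, adjusted p = 0.000815) and *Rsad2* one of 1.08 (standard error 0.07, adjusted p = 7.57e-05). *Il1b* (ENSMUSG00000027398, chromosome 2) fell from 8.66 ± 4.94 CPM (SD, n = 3) to 2.34 ± 0.704 CPM (SD, n = 3), a log2 fold change of -1.88 (standard error 0.41, adjusted p = 0.0114), and with single samples left out its adjusted p-value reached 0.0588. *Tnf* did not differ beyond the spread of replicates (log2 fold change -0.34, standard error 0.28, adjusted p = 0.37), nor did *Il6* (log2 fold change -0.02, standard error 0.49, adjusted p = 0.974), which had 6 to 15 counts per sample. *Il17a* had at most 1 count in any sample, and *Ifng*, with 4 to 16 counts per sample, was below the low-count filter. Among the 837 Reactome sets, those over-represented among downregulated DEGs included chemokine receptors bind chemokines, with 8 of 37 genes where 1.2 were expected (adjusted p = 0.00138). The sets for interleukin-1 signaling and interferon gamma signaling held 1 of 42 and 5 of 76 genes (adjusted p = 1 for both).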

Enrichment analysis of DEGs revealed the activation of inflammatory pathways in the TranspCtrl group, including cellular responses to IL1 and IFNγ, as well as IL17 and TNF signaling pathways (Figure S5A-B). Besides, the TranspCtrl group exhibited substantial upregulation in aging and replicative senescence (Figure S5A-B). 

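Of 45 tested genes in a hand-written list for senescence and aging, 25 were higher and 20 lower in the TranspExer group, with a median log2 fold change of 0.11 (adjusted p = 0.967 from camera in limma). The list held 8 downregulated and 2 upregulated DEGs. By a one-sided Fisher's exact test chosen after the data were examined, the 8 exceeded the 2.38 downregulated DEGs expected by chance (adjusted p = 0.00883 over 24 lists). The cell cycle inhibitor *Cdkn2a* (ENSMUSG00000044303, chromosome 4) had 6.01 ± 1.53 CPM (SD, n = 3) in TranspCtrl and 1.07 ± 0.416 CPM (SD, n = 3) in TranspExer, a log2 fold change of -2.49 (standard error 0.31, adjusted p = 0.000915 from edgeR). Its counts were 96 to 159 per TranspCtrl sample and 14 to 29 per TranspExer sample. *Cdkn2b* (ENSMUSG00000073802, chromosome 4) fell from 16.8 ± 2.19 CPM (SD, n = 3) to 5.78 ± 0.584 CPM (SD, n = 3), a log2 fold change of -1.54 (standard error 0.14, adjusted p = 0.000249). *Igfbp5* (ENSMUSG00000026185, chromosome 1) had a log2 fold change of -1.80 (standard error 0.12, adjusted p = 6.19e-05). In the other direction, *Gdf15* (ENSMUSG00000038508, chromosome 8) rose from 13.6 ± 0.636 CPM (SD, n = 3) to 41.1 ± 2.93 CPM (SD, n = 3), a log2 fold change of 1.59 (standard error 0.09, adjusted p = 4.66e-05). The Reactome set for cellular senescence held 1 downregulated DEG among 97 genes, where 3.16 were expected by chance (adjusted p = 1).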

Estrogen insufficiency is implicated in the dysregulation of inflammatory responses, thereby accelerating aging and bone loss 37. To elucidate the impact of FMT in this scenario, we assessed inflammatory factor levels within the BM. As shown in Figure S5C-G, the exercise-matched FMT significantly decreased the levels of inflammatory factors within the BM of osteoporotic mice. These findings indicated that the microbiota from exercised mice could profoundly mitigate inflammation in the BM of OVX mice, fostering a bone homeostasis-friendly microenvironment.

### Exercise and optimized gut microbiota reinforced intestinal barrier and inhibited inflammation

As the intestine is the primary site for microbiota colonization and their impact on the host, we examined its biological functions and characteristics to elucidate the effects of physical training and microbial transplantation on the intestine. Goblet cells are specialized epithelial cells that secrete mucus to provide a protective barrier for the intestine 38, and we observed that both exercise and exercise-matched FMT substantially enhanced the population of goblet cells (Figure 4A-B). Moreover, the rise in circulating FITC-labeled dextran levels pointed to enhanced intestinal permeability due to estrogen depletion, which could be mitigated by both exercise and its corresponding gut microbiota (Figure 4C). Further immunofluorescent staining of Muc2 and Tjp1 in intestinal tissue supported the beneficial effect of exercise and related FMT in barrier integrity (Figure 4A), which was consistent with the upregulation of related gene expression (Figure 4D-E). We also observed similar manifestations in the colon (Figure S6), suggesting that exercise and exercise-matched FMT effectively improved the intestinal mucosal barrier 39, 40.

Previous studies have confirmed that intestinal barrier dysfunction precipitates microbiota and metabolic disturbances, culminating in inflammation and expedited bone loss 41, 42. Thus, intestinal barrier integrity may affect bone metabolism through inflammatory signaling. RT-qPCR demonstrated that OVX surgery dramatically elevated gene expression levels of critical inflammatory factors (*Il1b*, *Il6*, *Il17*, and *Tnfa*) in the small intestine, which were ameliorated by exercise and corresponding FMT (Figure 4F-I). Disruption of the intestinal barrier may lead to the entry of bacterial toxic products into the bloodstream 43, so we measured circulating LPS levels, which were found to be consistent with changes of intestinal permeability (Figure 4J). Moreover, exercise and corresponding FMT significantly reduced inflammatory factor levels in serum (Figure 4K-N), potentially accounting for the decreased inflammation within the BM (Figure S5C-G).

### Exercise training modified the gut microbiota with transmissible traits

To elucidate the relevance between the exercise-induced bone protection and the gut microbiome, we assessed the bacterial taxonomic profiles in fecal samples by 16S rRNA gene sequencing. α-diversity analysis (Shannon and Simpson index) revealed that OVX surgery induced a decrease in gut microbiota richness, which was reversed by exercise, aligning with the changes shown in the respective FMT recipient groups (Figure 5A-B). β-diversity assessment showed distinct gut microbiota profiles across groups, with sham-operated and exercised OVX mice exhibiting greater similarity to each other (Figure 5C). Quantitative UniFrac dissimilarity analysis further confirmed that the gut microbiota of the Exer and TranspExer groups resembled that of the Sham group, signifying the successful execution of the FMT strategy (Figure 5D).

LEfSe analysis was utilized to identify distinct bacterial taxa among the various groups (Figure S7A). Fecal sample analysis at the phylum level revealed substantial alterations in the microbial composition (Figure 5E and S7B). At the genus level, hierarchical clustering analysis of groups revealed a striking similarity between donor mice and corresponding recipients, with the Exer and TranspExer groups exhibiting a marked affinity with the Sham group (Figure S7C-D). Differentially abundant features analysis at the genus level revealed a significant augmentation of *Ileibacterium*, *Allobaculum*, *Enterococcus*, *Eubacterium*, and *Escherichia-Shigella* in the TranspCtrl group (Figure 5F). Conversely, the TranspExer group demonstrated a significant enrichment of various probiotic genera, including *Lachnospira*, *Tyzzerella*, *Odoribacter*, *Anaerotruncus*, *Pseudoflavonifractor*, *Rikenella*, *Subdoligranulum*, and *Duncaniella* (Figure 5F). Collectively, these findings implied that the microbiota from exercised osteoporotic mice successfully transmitted and reshaped the intestinal microbiota profiles of the recipient OVX mice.

To identify the critical microbial communities responsible for bone protective effects during FMT, several probiotics (*Lachnospira*, *Odoribacter*, *Anaerotruncus*, and *Pseudoflavonifractor*), abundant in the intestinal tracts of TranspExer mice, were administered *via* gavage as a therapeutic intervention for OVX mice (Figure 5G). The radiological findings indicated that administration of *Lachnospira* significantly enhanced the trabecular bone quality and cortical bone thickness in OVX mice, while other probiotics yielded weaker effects on bone mass (Figure 5H and S7E-L). Mechanical tests further confirmed that *Lachnospira* enhanced the load-bearing capacity of bone (Figure S7M-N). In the tibial tissue of *Lachnospira*-treated OVX mice, the bone microarchitecture was effectively maintained (Figure 5I), which was associated with increased osteoblast activity and suppressed osteoclast formation (Figure 5J-K). Correspondingly, following the treatment with* Lachnospira*, the serum level of OCN significantly increased, while the level of CTX-1 significantly decreased (Figure 5L-M). Overall, *Lachnospira* was likely responsible for the bone-protective effects during the transfer of gut ecological traits, and supplementing with *Lachnospira* could delay the progression of osteoporosis in estrogen-deficient mice.

### The bile acid metabolism pathway mediated the bone gain from exercise-matched FMT

Emerging evidence has implicated gut microbiota-derived metabolites as influential in the pathogenesis of osteoporosis 44, 45. To ascertain the specific metabolites that confer the exercise-induced protection of bone mass, we applied LC-MS untargeted metabolomic sequencing to fecal specimens and observed significant differences of gut metabolite profiles between the TranspExer and TranspCtrl groups (Figure 6A-B). Enrichment analysis of the metabolites upregulated in the TranspExer group revealed the significant activation of pathways, including bile acid biosynthesis pathway (encompassing taurine and hypotaurine metabolism), alpha linolenic acid and linoleic acid metabolism, retinol metabolism, and tryptophan metabolism (Figure 6C). To identify metabolites accounting for the bone benefits of exercise-matched FMT, OVX-induced osteoporosis mouse models were applied to screen metabolites based on our metabolome sequencing data (Figure 6D). Several metabolites that were upregulated in TranspExer group were identified as candidate metabolites, including Tau, UDCA, LA, ATRA, and 3HAA.

Following the OVX surgery in mice, we initiated a supplement protocol of daily gavage with these metabolites for eight weeks (Figure 6E). The μCT analysis of tibias revealed that Tau and UDCA significantly mitigated the estrogen deficiency-induced damage to trabecular microarchitecture and cortical bone loss (Figure 6F), while ATRA, LA, and 3HAA had no discernible impact on bone mass alterations (Figure S8A-H). Besides, long-term supplementation with Tau and UDCA markedly improved the biomechanical strength of femurs, as evidenced by increased yield point and ultimate force (Figure S8I-J). Parallel to imaging results, histological examination of the proximal tibias in Tau and UDCA-treated mice revealed the enhancement of bone microarchitecture in the marrow, coupled with elevated osteoblastic activity and diminished osteoclastogenesis (Figure 6G-I). Consistently, serum biomarkers confirmed a marked rise in the osteogenic marker OCN and a significant decline in the osteoclastic marker CTX-1 (Figure S8K-L), indicative of a restoration of bone homeostasis.

To investigate whether key metabolites recapitulate the effects of exercise-matched FMT, we evaluated the transcriptional profiling of BM MSCs. As shown in Figure 6J, both Tau and UDCA significantly upregulated apelin signaling pathway-related genes (*Alpn* and *Alpnr*). Besides, there was a marked upregulation of osteogenic markers (*Alp*, *Runx2*, *Spp1*, and *Sp7*) and a concurrent downregulation of adipogenic genes (*Pparg* and *Lpl*) in MSCs from mice treated with Tau or UDCA (Figure S8M-O), indicating a pro-osteogenic and anti-adipogenic shift. Collectively, these findings suggested that the exercise-matched FMT significantly modified the gut microbiota and metabolite profiles in OVX mice, serving as a potential mechanism for preserving bone mass. The alternations of bile acid metabolism profiles, indicated by the enhanced enrichment of Tau and UDCA, is believed to play an important role in the exercise-induced protective effects on bone health.

### Exercise-matched FMT and pivotal metabolites ameliorated age-related bone loss

Estrogen deficiency serves as a pivotal driver of bone loss in postmenopausal women, yet human epidemiological studies and animal mechanism research indicate that aging with increased systemic inflammation may be another vital contributor to bone metabolism disorder 46, 47. Therefore, we further assessed the impact of exercise-matched FMT on bone mass in aged mouse models (Figure 7A). The trabecular microstructure in aged mice was found to be sparse, whereas microbial transplantation from exercised aged mice significantly enhanced trabecular thickness and density, as well as cortical bone thickness (Figure 7B-F and S9A-C). Fragility fractures, common among the elderly, are linked to bone's biomechanical traits 48. Aged mice in the TranspExer group exhibited significantly greater yield points and ultimate forces compared to the TranspCtrl group, indicating a marked enhancement in mechanical robustness (Figure 7G-H). H&E and OCN staining of the tibias illustrated that the increased bone mass in the TranspExer group was accompanied by heightened osteoblast activity, with TRAP staining indicating no significant alterations in osteoclastogenesis (Figure 7I-J and S9D).

To examine the impact of FMT on MSCs in the BM of aged mice, we evaluated the osteogenic potential and mineral deposition capabilities of MSCs. The TranspExer group demonstrated enhanced ALP activity and increased biomineralization (Figure S9E-G), along with a robust induction of osteogenic genes expression (*Alp*, *Runx2*, *Spp1*, and *Sp7*) (Figure S9H). Simultaneously, FMT from exercised aged mice downregulated adipogenesis-related genes (*Pparg* and *Lpl*) (Figure S9I), which was previously reported to be elevated in aged MSCs 49. Additionally, the genes *Apln* and* Aplnr* were significantly upregulated in the TranspExer group (Figure 7K). Taken together, the exercise-matched FMT might trigger the apelin pathway and reoriented differentiation path in MSCs from aged mice, thereby reversing the age-induced osteoporosis.

Investigating the potential of the bile acid metabolism pathway, highlighted by Tau and UDCA, in reversing skeletal aging following FMT from exercised elderly mice is intriguing. To this end, we administered Tau and UDCA to aged mice for 8 weeks and subsequently analyzed the skeletal effects (Figure 7L). In μCT analysis, Tau and UDCA significantly enhanced bone microarchitecture and cortical thickness of tibias from aged mice, especially in the AgeTau group (Figure 7M-P and S9J-M). Concurrently, there was a discernible upturn in the mechanical robustness of femurs from the Tau and UDCA-treated mice (Figure S9N-O), signifying an encompassing rejuvenation of skeletal integrity and performance. In alignment with the benefits of exercise-matched FMT, Tau and UDCA supplementation effectively stimulated bone formation through increasing osteoblast activity (Figure 7Q-R and S9P). RT-qPCR profiling of BM-derived MSCs from Tau and UDCA-treated aged mice revealed the activation of the apelin signaling pathway (Figure 7S), with a significant upregulation of osteogenic differentiation and a concurrent suppression of adipogenesis-related gene expression (Figure S9Q-R). Collectively, Tau and UDCA emerged as potential inhibitors of skeletal aging and contributed to exercise-induced bone health preservation.

## Discussion

In this study, we explored the role of the gut microbiota in exercise-mediated protection against osteoporosis through employing sophisticated multi-omics approaches, including transcriptomic sequencing, 16S rRNA gene sequencing, and LC-MS untargeted metabolomics analysis. Our findings demonstrated that both physical activity and associated FMT improved gut health and barrier integrity. Moreover, FMT from exercised osteoporotic mice effectively activated apelin signaling pathway, alleviated systemic inflammation, and delayed the onset of osteoporosis in estrogen-deficient recipients. The gut bile acid profile in TranspExer mice exhibited a significant shift, characterized by an increase in Tau and UDCA, strongly involved in enhanced bone mass. The therapeutic potentials of exercise-matched FMT and key metabolites were further validated in aged mice. Together, the gut microbiota and corresponding metabolites from exercised mice contributed to the bone gain of exercise.

The interaction effects between gut microbiota and bone metabolism have been the focus of extensive study for many years 50-52. Individuals with osteoporosis, induced by estrogen deficiency or aging, exhibited significant alterations in their gut microbiota profiles 51. Compared to wild-type mice, germ-free mice showed higher bone mass and lower osteoclast activity 53, 54. Interestingly, transplantation of gut microbiota from children, rather than the elderly, could attenuate the OVX-induced osteoporotic phenotype 17. Our research reinforced the growing consensus that the gut microbiota mediates the bone benefits of exercise. Physical training has been broadly recognized as a key non-pharmacological strategy against osteoporosis, known to regulate gut microbiota and increase the abundance of probiotics 55, 56, in line with the findings of our study. However, the regulatory role and underlying mechanisms of exercise in the gut-bone axis remain unknown. Our findings offered strong evidence that gut-bone crosstalk plays a pivotal role in the exercise-mediated therapy of osteopenia, and the gut microbiota and metabolites from exercised mice showed promise in counteracting bone loss resulted from estrogen deficiency or aging. Treadmill exercise is a common form of aerobic exercise for modern individuals, and it serves as the basis for the exercise model in this study. It is worth noting that different exercise models, including aerobic exercise, resistance training, and high-intensity interval training (HIIT), may exert distinct physiological effects 57-59. Investigating these variations is crucial for further exploration in subsequent studies to fully understand the implications of various exercise types on the intricate relationship within the microbiome-metabolite-bone axis.

The intestinal tract harbors a diverse microbial community, and disturbances in this biodiversity are associated with the onset of various diseases 60, 61. Notably, estrogen insufficiency can precipitate intestinal lining injury, heighten permeability, and incite an inflammatory cascade, thereby contributing to the progression of osteoporosis 62, 63. Our study demonstrated that eight weeks following OVX, the murine intestinal tract manifested severe pathological alterations characterized by compromised barrier integrity, heightened inflammation, and reduced microbial richness, while these adverse effects could be effectively counteracted by a regimen of physical exercise and corresponding FMT. Moreover, the gastrointestinal supplementation of *Lachnospira* was found to delay the progress of osteoporosis in OVX mice. *Lachnospira* supplementation has been shown to facilitate gastrointestinal repair and mitigate inflammation following radiation exposure 64. Overall, the microbiota derived from exercised mice significantly improved the gut ecosystem of the recipients.

The gut microbiota is conceptualized as a novel endocrine organ, capable of directly generating or governing the synthesis of diverse bioactive metabolites, which influence the physiological functions of distant organ systems 61, 65. To delineate the potential mechanisms underlying the bone gain mediated by the exercise-altered gut microbiota, we utilized LC-MS untargeted metabolomics to identify a multitude of key metabolites. Our data revealed a substantial enrichment of Tau and UDCA in the intestines of the TranspExer group, indicative of activated bile acid metabolism and alterations in the bile acid profile. Subsequent oral administration of Tau and UDCA to mice demonstrated potent inhibitory effects on the exacerbation of bone loss attributable to aging or OVX. As key signaling molecules, bile acids play a critical role in inter-organ communication, with their profile characteristics being closely linked to health and disease states 66, 67. It has been reported that Tau deficiency is considered as a driver of aging, and supplementation of Tau could slow organ senescence 68, 69. UDCA, predominantly used for chronic liver conditions 70, possesses anti-inflammatory properties and is not yet fully explored 71. We underscored the critical role of the intestinal bile acid profile in the gut-bone axis. As pivotal metabolites, Tau and UDCA hold substantial promise for enhancing skeletal well-being and preventing fragile fractures, thereby offering expansive potential for clinical interventions.

The disruption of the bone-fat balance resulted from aging or estrogen deficiency, characterized by inhibited bone formation and activated adipogenesis, plays an important role in osteopenia 72, 73. It is widely believed that the benefits of mechanical loading on skeletal health are achieved by restoring the bone-fat balance 36. We employed transcriptome sequencing to analyze the gene expression of BM MSCs, with the objective of elucidating the molecular mechanisms by which the exercise-matched FMT attenuates the progression of osteoporosis. The functional enrichment analysis of DEGs upregulated in the TranspExer group revealed the upregulation of the apelin signaling pathway, a crucial exercise-responsive mechanism 33. Several studies have suggested that apelin promotes osteogenesis and suppresses adipogenesis, yet this signaling pathway remains underexplored 34, 74. Our experimental results confirmed that the intestinal microbiota from exercised mice activated the apelin signaling pathway, enhanced osteoblast activity, and suppressed adipogenesis. Furthermore, in osteoporotic mice supplemented with Tau and UDCA, we also observed a rise in apelin-associated gene expression. Collectively, the activation of the apelin signaling pathway and the restoration of the bone-fat balance were integral to the bone gain from the exercise-matched FMT.

In summary, our study revealed that exercise mitigated osteoporosis progression in mice through the gut microbiota-mediated bile acid metabolism pathway based on multi-omics analysis. By modulating the intestinal environment or supplementing therapeutic agents, the bone-protective effects of exercise could be replicated to serve those unable to engage in physical activity. As insights into the interplay between intestinal microecology and bone metabolism deepen, the gut-bone axis is emerging as a novel therapeutic avenue for osteoporosis 50, 51. Our research broadens this perspective, highlighting the potential of gut microbiota and their metabolites as a promising strategy for osteoporosis prevention and treatment.

## Supplementary Material

Supplementary figures and table.

## Figures and Tables

**Figure 1:**
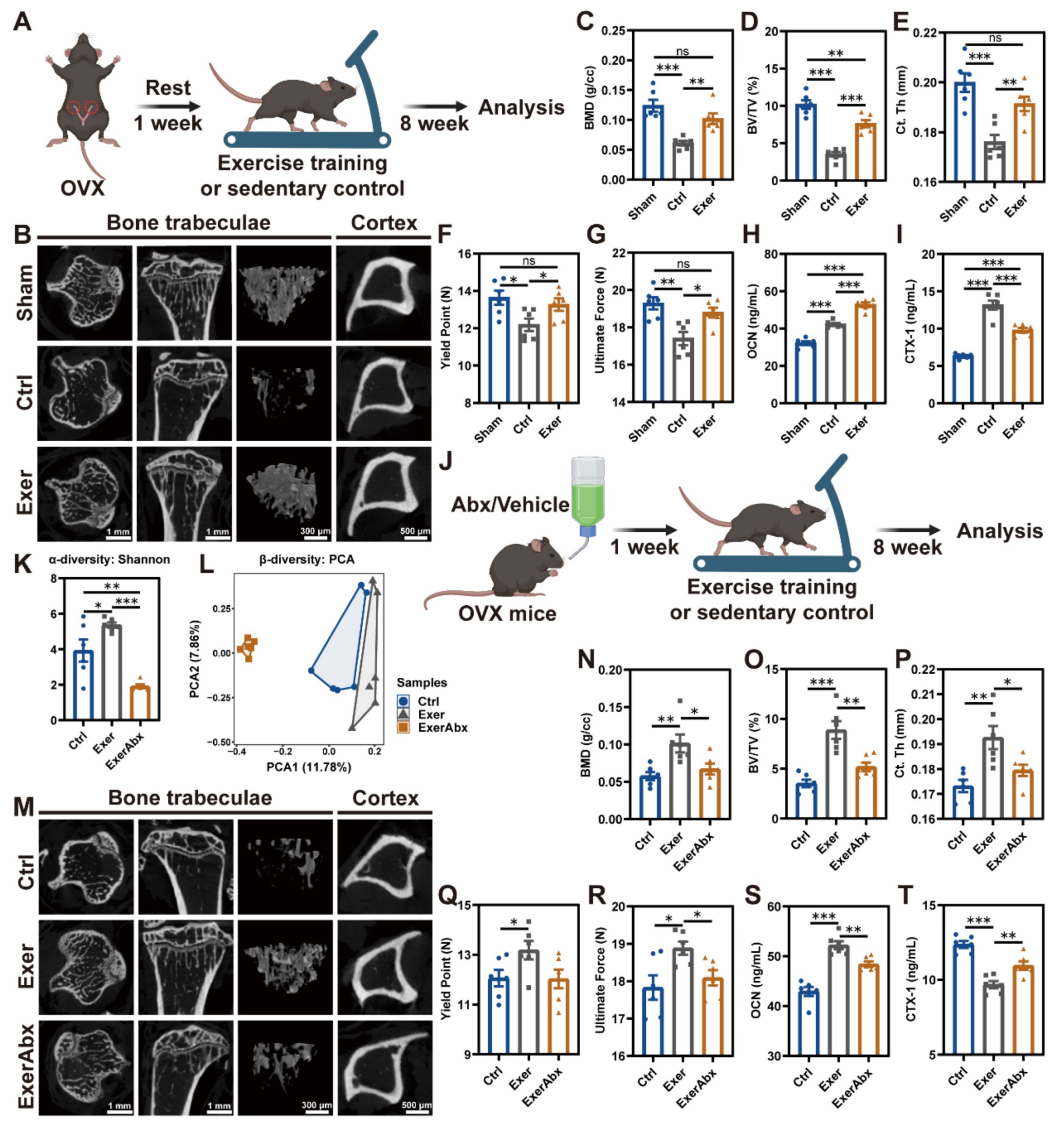
** Gut microbiota pre-depletion mitigated the protective effects of exercise against osteopenia.** (A) The schedule of exercise training after OVX. (B) Representative µCT images of trabecular and cortical bone in tibias from mice in Sham, Ctrl, and Exer groups. (C-D) Trabecular bone microarchitecture showing BMD and BV/TV. (E) Ct. Th measured in midshaft of tibias. (F-G) Biomechanical assessments of femurs showing yield point and ultimate force. (H) Serum OCN concentration. (I) Serum CTX-1 concentration. (J) The schedule of antibiotic treatment and exercise training. (K) α-diversity (Shannon index) of bacterial communities in Ctrl, Exer, and ExerAbx groups. (L) Principal component analysis (PCA) plot. (M) Representative µCT images of tibias from mice in Ctrl, Exer, and ExerAbx groups. (N) Trabecular BMD. (O) Trabecular BV/TV. (P) Ct. Th statistical results. (Q-R) Biomechanical assessments of femurs showing yield point and ultimate force. (S) Serum OCN concentration. (T) Serum CTX-1 concentration. Graphs show mean ± SEM (n = 6 per group), with statistical significance determined by one-way ANOVA followed by Bonferroni's multiple comparisons test. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 2:**
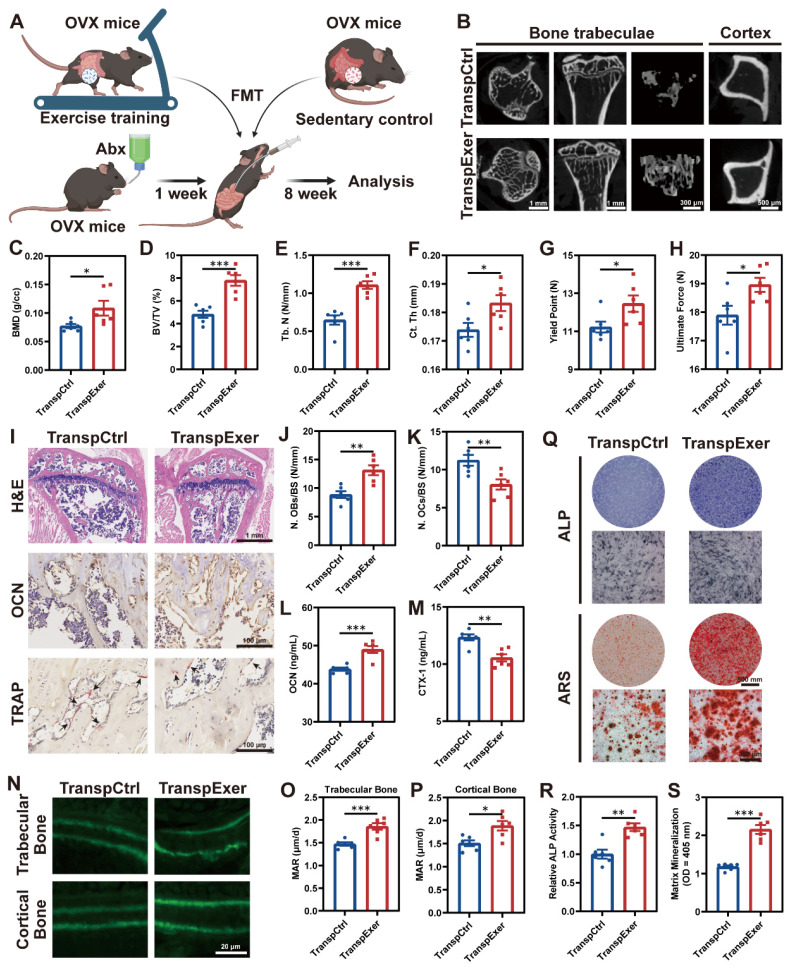
**FMT from exercised mice prevented bone loss and enhanced bone formation.** (A) The flowchart of FMT. (B) Representative µCT images of tibias from mice in TranspCtrl and TranspExer groups. (C-E) Trabecular bone microarchitecture showing BMD, BV/TV, and Tb. N. (F) Ct. Th measured in midshaft of tibias. (G-H) Biomechanical assessments of femurs showing yield point and ultimate force. (I) Representative H&E-stained, OCN-stained, and TRAP-stained sections. Black arrows indicating osteoclasts. (J) Quantitative results of number of osteoblasts per bone surface (N. OBs/BS). (K) Quantitative results of number of osteoclasts per bone surface (N. OCs/BS). (L) Serum OCN concentration. (M) Serum CTX-1 concentration. (N) Representative images of calcein double labeling. (O-P) Quantitative analyses of MAR in trabecular and cortical bones. (Q) Representative images of ALP and ARS staining of MSCs from TranspCtrl and TranspExer groups. (R) Detection of ALP activity. (S) Quantification of soluted ARS-stained nodules. Graphs show mean ± SEM (n = 6 per group), with statistical significance determined by two-tailed student *t* test. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 3:**
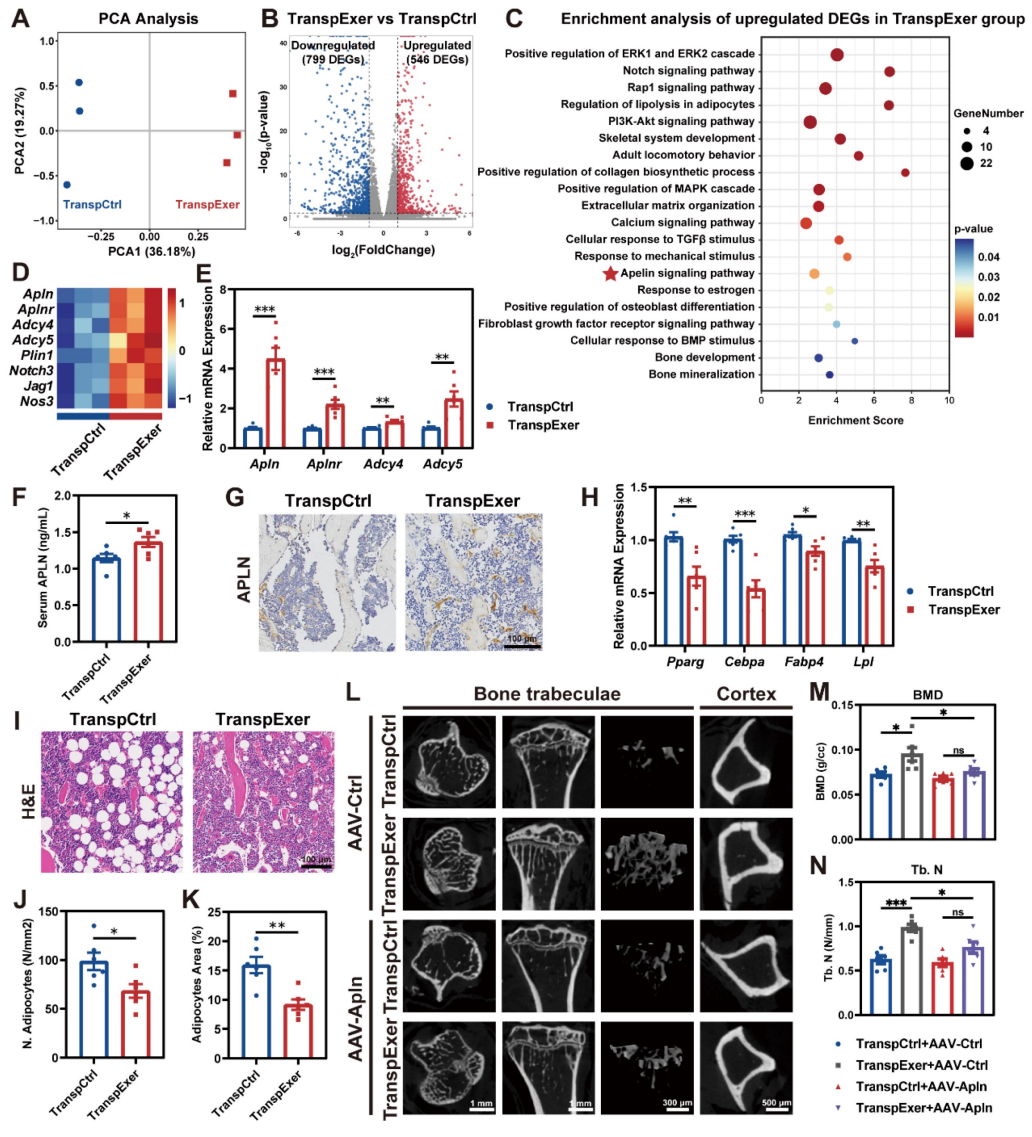
** FMT from exercised mice activated apelin signaling pathway.** (A) PCA plot of samples from TranspCtrl and TranspExer groups (n = 3 per group). (B) Volcano plot of DEGs. (C) Enrichment analysis of upregulated DEGs in the TranspExer group. (D) Heatmap of expression levels of genes associated with the apelin signaling pathway. (E) Relative mRNA expression levels of *Apln*, *Aplnr*, *Adcy4*, and *Adcy5*. (F) Serum apelin concentration. (G) Representative apelin-stained IHC sections. (H) Relative mRNA expression levels of *Pparg*, *Cebpa*, *Fabp4*, and *Lpl*. (I) Representative H&E sections depicting adipose tissue. (J-K) Quantitative analysis of J) number of adipocytes and K) adipocytes area. (L) Representative µCT images of tibias in TranspCtrl and TranspExer mice treated with AAV-Ctrl or AAV-Apln. (M-N) Trabecular bone microarchitecture showing BMD and Tb. N. Graphs show mean ± SEM (n = 6 per group), with statistical significance determined by two-tailed student *t* test in E-F, H, and J-K, and one-way ANOVA followed by Bonferroni's multiple comparisons test in M-N. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 4:**
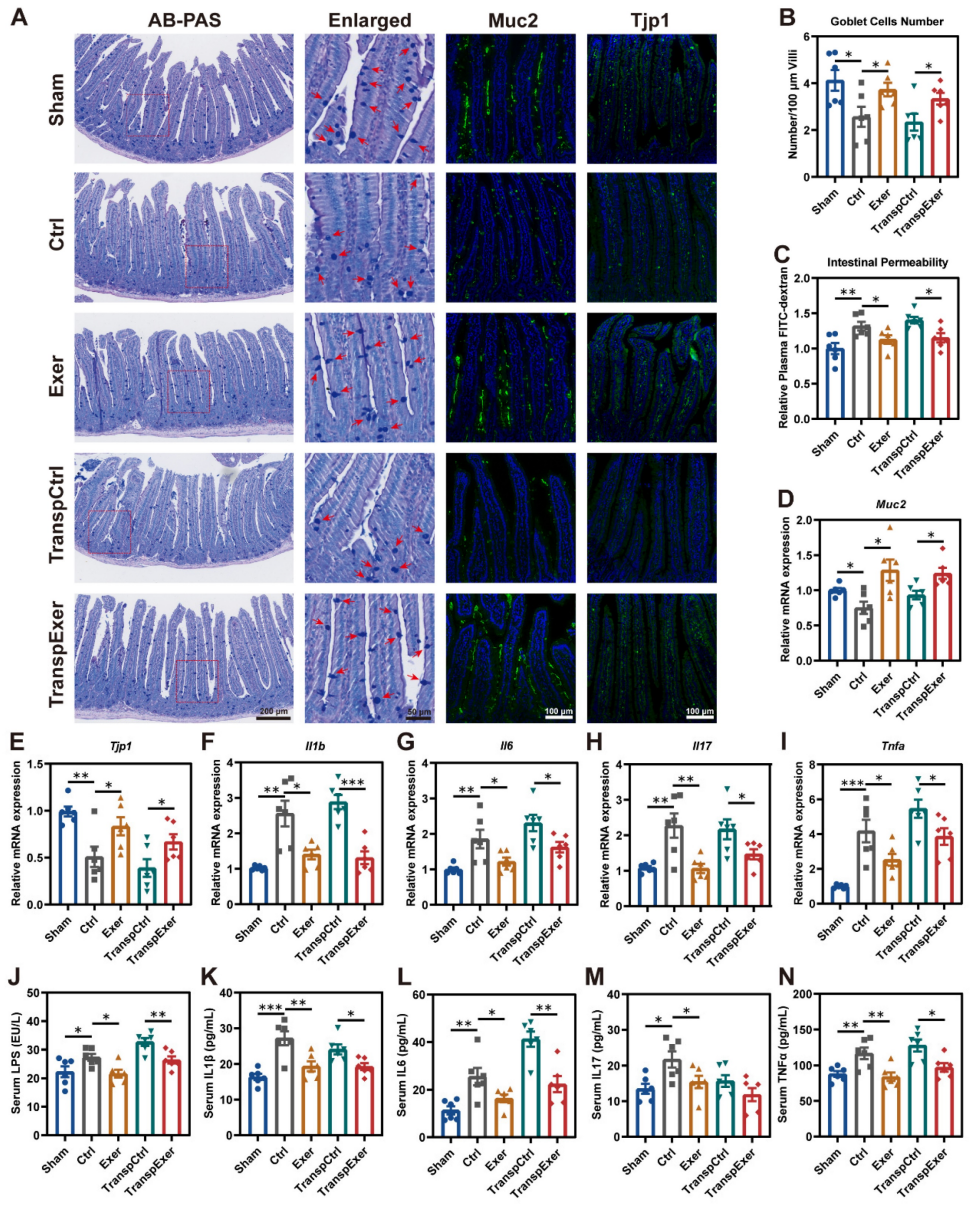
** Exercise and corresponding FMT protected intestinal barrier and reduced inflammation in OVX mice.** (A) Representative images showing intestinal structure by AB-PAS staining and immunofluorescence staining of Muc2 and Tjp1. Red arrows indicating goblet cells. (B) Quantitative results of goblet cells. (C) The intestinal permeability measured by circulating FITC-labeled dextran. (D-E) The mRNA expression levels of genes associate with intestinal barrier, including *Muc2* and *Tjp1*. (F-I) The mRNA expression levels of inflammatory factors (*Il1b*, *Il6*, *Il17*, and *Tnfa*) in small intestinal tissue. (J) Serum LPS concentration. (K-N) Serum levels of inflammatory factors, including IL1β, IL6, IL17, and TNFα. Graphs show mean ± SEM (n = 6 per group), with statistical significance determined by one-way ANOVA followed by Bonferroni's multiple comparisons test. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 5:**
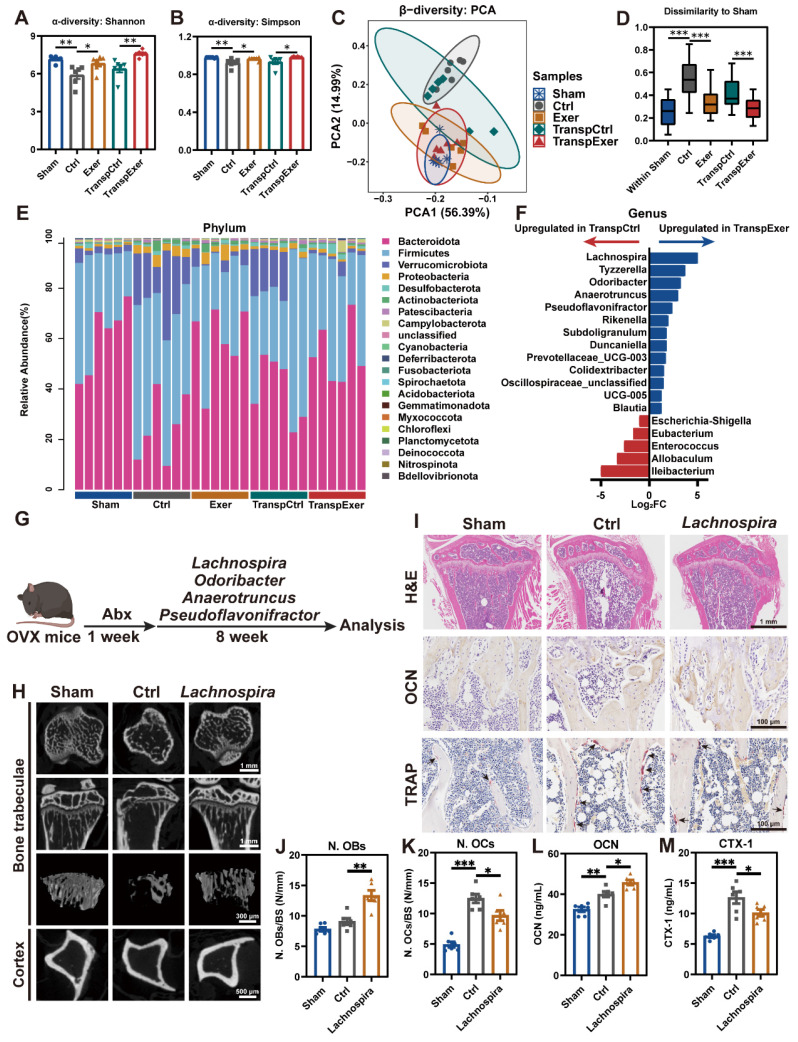
** Exercise training modified the gut microbiota with transmissible traits.** (A-B) The results of α-diversity (Shannon and Simpson index) of bacterial communities in Sham, Ctrl, Exer, TranspCtrl, and TranspExer groups. (C) PCA plot based on microbial composition. (D) Quantitative analysis of UniFrac dissimilarity among the five groups. (E) Fecal bacterial community at the phylum level among samples. (F) Differential microbiota between TranspCtrl and TranspExer mice at the genus level. (G) Flowchart of the gavage procedure for key probiotics in OVX mice. (H) Representative µCT images of tibias from mice in Sham, Ctrl, and *Lachnospira* groups. (I) Representative H&E-stained, OCN-stained, and TRAP-stained sections. Black arrows indicating osteoclasts. (J-K) Quantitative results of N. OBs/BS and N. OCs/BS. (L-M) Serum levels of OCN and CTX-1. Graphs show mean ± SEM (n = 6 per group), with statistical significance determined by Wilcoxon rank test in F, and one-way ANOVA followed by Bonferroni's multiple comparisons test in other graphs. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 6:**
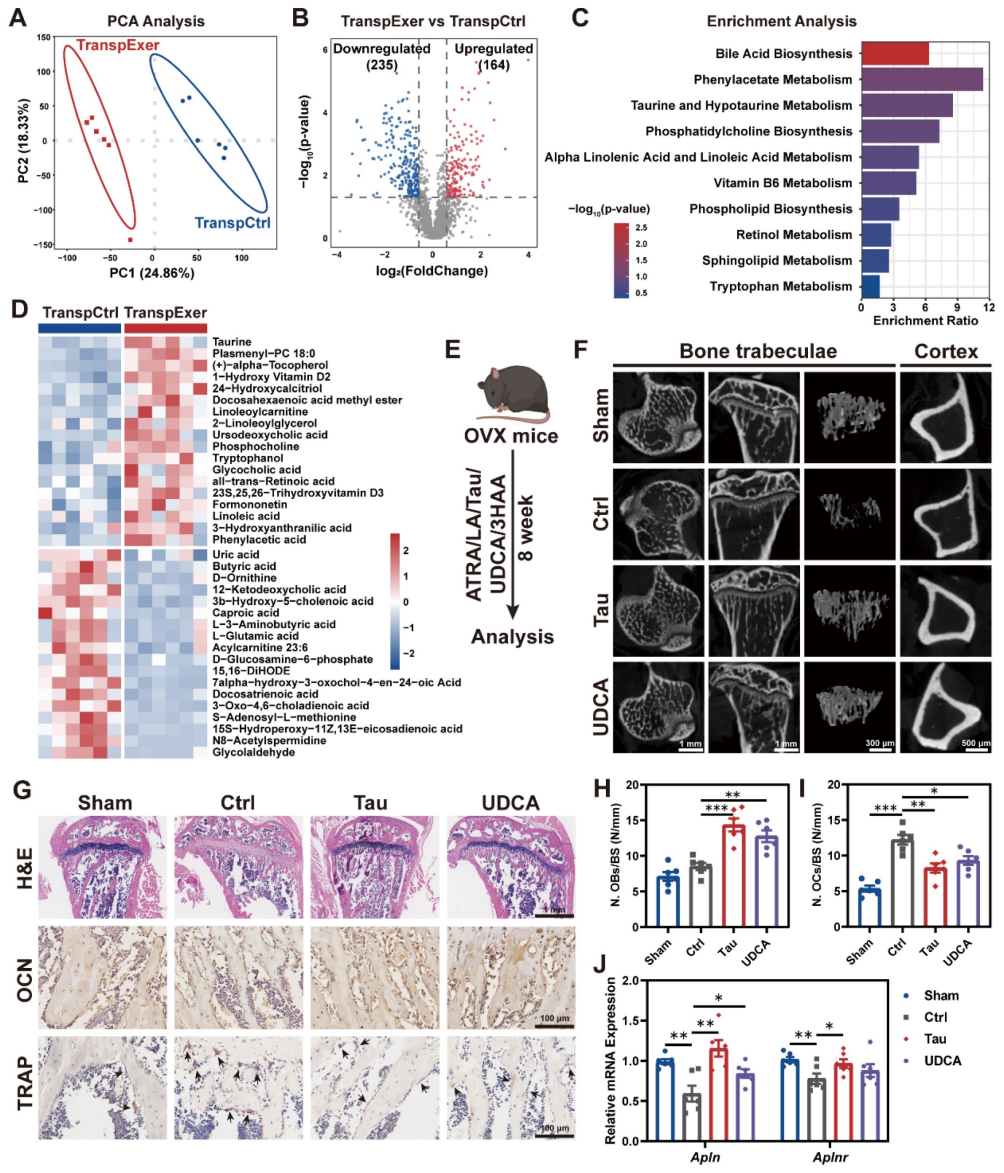
** Exercise-matched FMT reshaped the gut metabolite profiles in OVX mice.** (A) PCA plot. (B) Volcano plot of differential metabolites. (C) Enrichment analysis of upregulated metabolites in the TranspExer group. (D) Heatmap of differential metabolites between the TranspCtrl and TranspExer groups. (E) Flowchart of the gavage procedure for key metabolites in OVX mice. (F) Representative µCT images of tibias from mice in Sham, Ctrl, Tau, and UDCA groups. (G) Representative H&E-stained, OCN-stained, and TRAP-stained sections. Black arrows indicating osteoclasts. (H-I) Quantitative results of N. OBs/BS and N. OCs/BS. (J) Relative RNA expression levels of genes *Apln* and *Aplnr*. Graphs show mean ± SEM (n = 6 per group), with statistical significance determined by one-way ANOVA followed by Bonferroni's multiple comparisons test. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 7:**
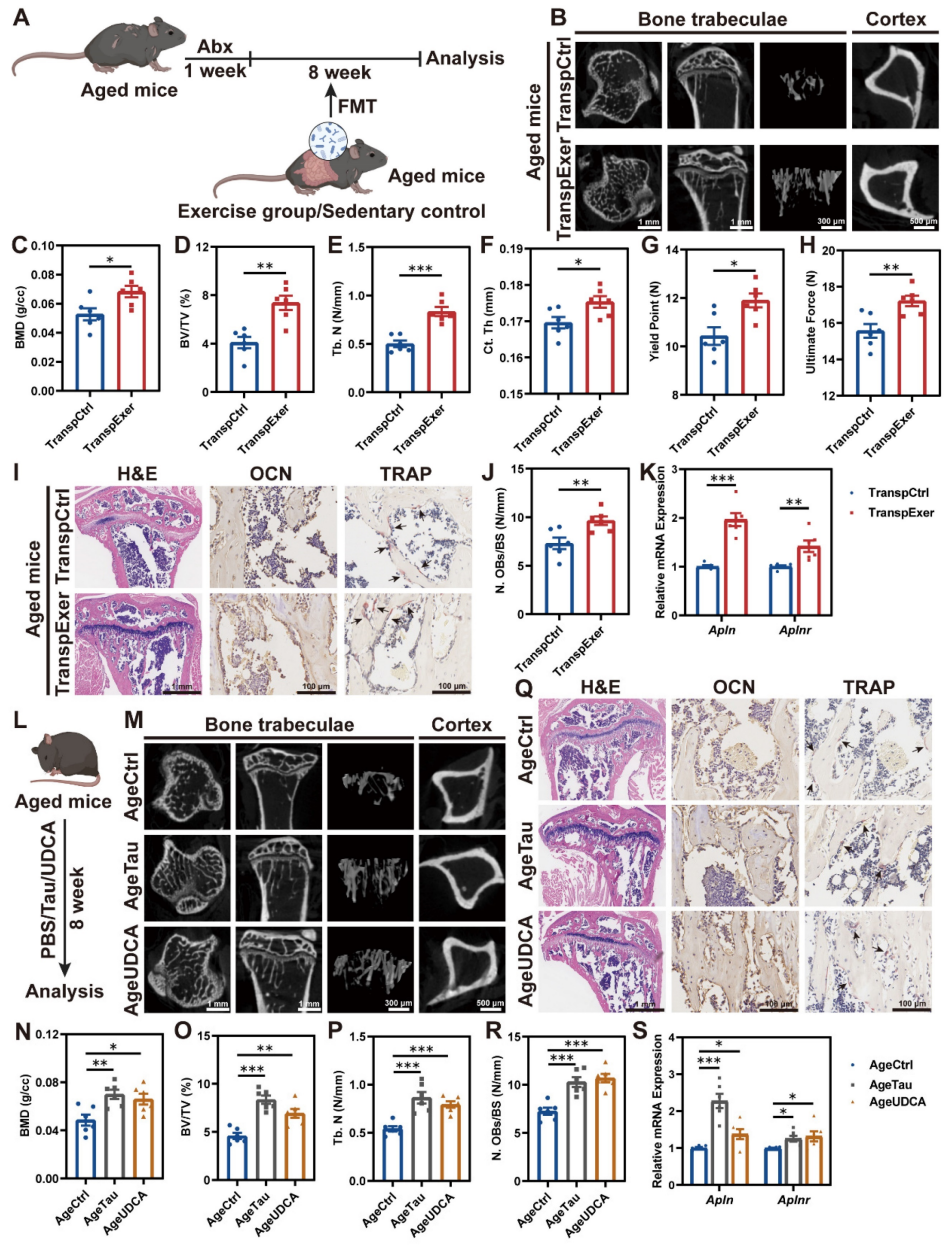
** Exercise-matched FMT and key metabolites ameliorated age-related bone loss.** (A) Flowchart of FMT administration in aged mice. (B) Representative µCT images of tibias from aged mice in the TranspCtrl group and the TranspExer group. (C-E) Trabecular bone microarchitecture showing C) BMD, D) BV/TV, and E) Tb. N. (F) Ct. Th statistical results. (G-H) Biomechanical results of G) yield point and H) ultimate force. (I) Representative H&E-stained, OCN-stained, and TRAP-stained sections from the TranspCtrl group and the TranspExer group. Black arrows indicating osteoclasts. (J) Quantitative results of N. OBs/BS. (K) Relative mRNA expression levels of genes *Apln* and *Aplnr*. (L) Flowchart of metabolites supplementation in aged mice. (M) Representative µCT images of tibias from aged mice in the AgeCtrl, AgeTau, and AgeUDCA groups. (N-P) Trabecular bone microarchitecture showing N) BMD, O) BV/TV, and P) Tb. N. (Q) Representative H&E-stained, OCN-stained, and TRAP-stained sections from the AgeCtrl, AgeTau, and AgeUDCA groups. Black arrows indicating osteoclasts. (R) Quantitative results of N. OBs/BS. (S) Relative mRNA expression levels of genes *Apln* and *Aplnr*. Graphs show mean ± SEM (n = 6 per group), with statistical significance determined by two-tailed student *t* test in C-H and J-K, and one-way ANOVA followed by Bonferroni's multiple comparisons test in N-S. *P < 0.05, **P < 0.01, ***P < 0.001.

How the deposited data were processed for this re-analysis (not part of the article)

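RNA-Seq of BM MSCs was examined in 3 samples of the TranspCtrl group and 3 of the TranspExer group, grouped by the sample labels and the paper. Other experiments of the paper were not analysed here. The authors deposited estimated counts per gene (expected counts, not normalized, some of them not whole numbers) for 56980 genes, with 1 value per gene and sample. The paper's text names the sequencing platform, the library kit, the thresholds for DEGs and the package for enrichment. It names no aligner, counting tool, genome build, annotation or test for DEGs, so no coordinates are given, and how reads of overlapping or near-identical genes were assigned is unknown. Of the gene identifiers, 52073 were found in the GENCODE M21 annotation and 4907 were not. Chromosomes, overlaps between genes and Entrez identifiers came from that annotation, and GC content from its transcript sequences.

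The expected counts were rounded to whole numbers. Total counts ranged from 17647682 to 21319228 per sample, with a median of 19577988, and 3 counts, the floor used here, equalled at most 0.17 CPM. Differential expression was tested with edgeR 4.0.16 (filterByExpr, TMM normalization, quasi-likelihood test with condition as the only term), with Benjamini-Hochberg adjustment over 15190 genes in R 4.3.3. DEGs had an adjusted p-value under 0.05 and an absolute fold change of at least 2. Standard errors of log2 fold changes were derived from the fold change and the F statistic. CPM values were scaled with the TMM factors, and are given as mean ± SD. The fold of a gene whose TranspCtrl samples all had 3 counts or fewer was computed against the floor.

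Principal components were computed from log2 CPM with a prior count of 2. Gene lists, 24 in all, were copied from the paper or written by hand before the data were examined, and were tested with camera in limma 3.58.1 with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the lists. The 6 lists reduced by the genes of Figure 3D or added after the data were examined were adjusted together in the same way. Reactome sets came from the fgsea 1.28.0 package and were matched by Entrez identifier, which 87.5% of tested genes had. Sets of 10 to 500 tested genes were tested with a one-sided Fisher's exact test. GO and KEGG sets were not used here.

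The genes named are those the paper names for these cells or as inflammatory factors, the 5 upregulated and 5 downregulated DEGs with the largest log2 fold change among those with a mean of at least 10 CPM and no overlap between groups, and up to 4 DEGs with the smallest adjusted p-value in each list. Genes named outside this rule, and the reduced lists, were chosen after their values were seen: *Atg9b*, *Bglap2*, *Bglap3*, *Adipoq*, *Zxda*, *Zxdb*, *H19* and *Igf2*.

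The alternatives were DESeq2 1.42.0 with its size factors, upper-quartile normalization, scaling by library size only, other filters on low counts, the replicate number as a block, the fold change of 2 tested in the model, each sample left out in turn, other inputs of the component analysis, other list tests and other Reactome backgrounds. All were set before the data were examined, except corrections for GC content and gene length and a Fisher's exact test among downregulated DEGs. Replicate numbers are those of the sample labels, which do not say that equal numbers are paired. The tests were checked on simulated data, in which 200 of 15190 genes were changed by 1.5 on the log2 scale. With both thresholds, edgeR recovered 94% of these genes, and 2.1% of its calls were unchanged genes. With DESeq2 these shares were 94.5% and 3.1%. At the adjusted p-value threshold alone, 5.5% of edgeR's calls and 16.2% of DESeq2's calls were unchanged genes. The simulation drew genes independently, gave both groups the same dispersion and held no outlying sample. In the data, the biological coefficient of variation was 0.167 in TranspCtrl and 0.0596 in TranspExer, so these shares need not hold there.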

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

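The marker lists for cell types were written before the data were examined. The tests of B cell and plasma cell genes and of overlapping gene models were chosen after the result was seen. The paper does not report on any of the signals below.

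Endothelial cell markers were higher in the TranspExer group than in TranspCtrl. Their median log2 fold change was 1.51 over 33 tested genes, of which 32 were higher, 25 were upregulated DEGs and none was a downregulated DEG (adjusted p = 1.71e-40 from camera in limma, or 0.0406 with the inter-gene correlation estimated from the samples). *Robo4*, *Adgrl4*, *Emcn* and *Stab2* had log2 fold changes of 2.58, 1.77, 1.51 and 1.43, and all were higher in 3 of 3 TranspExer samples than in any TranspCtrl sample. More endothelial cells in the TranspExer cultures and higher expression of these genes in the same number of cells would look the same in counts from whole cultures, and no count of cells was available to tell these apart.

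Mural cell markers had a median log2 fold change of 0.92 over 18 tested genes, with 11 higher and 7 lower (adjusted p = 0.000272 from camera, or 0.138 with the estimated correlation). *Cspg4*, *Rgs5*, *Abcc9* and *Mcam* had log2 fold changes of 2.82, 1.90, 1.21 and 1.01. Whether the number of mural cells or their expression differed was not tested.

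Neutrophil markers had a median log2 fold change of 0.31 over 21 tested genes, with 14 higher and 7 lower (adjusted p = 8.15e-05 from camera, or 0.161 with the estimated correlation). The granule protein genes *Mpo*, *Elane*, *Ctsg* and *Prtn3* were higher, with log2 fold changes of 2.47, 2.16, 1.88 and 1.80. *Mmp9* was lower, at -2.42. Erythroid markers had a median log2 fold change of 1.18, but only 5 of 18 list members passed the low-count filter, and all 5 were higher (adjusted p = 9.46e-05 from camera, or 0.108 with the estimated correlation). Whether the number of these cells or their expression differed was not tested.

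Mesenchymal stromal markers had a median log2 fold change of -0.25 over 25 tested genes, with 15 lower and 10 higher, 6 downregulated and 2 upregulated DEGs (adjusted p = 0.0283 from camera, or 0.432 with the estimated correlation). *Dcn*, *Col3a1* and *Pdgfra* had log2 fold changes of -1.76, -1.28 and -1.003, and *Mcam* had one of 1.01. With single samples left out, the adjusted p-value ranged from 0.00485 to 0.0825. A smaller share of stromal cells in the TranspExer cultures and lower expression in the same share would look the same in these counts, and neither was tested.

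Immunoglobulin genes took 1.19% ± 0.504 (SD, n = 3) of the counts in TranspCtrl and 0.205% ± 0.0122 (SD, n = 3) in TranspExer. The share was 1.77%, 0.84% and 0.965% in TranspCtrl replicates 1, 2 and 3, and no TranspExer sample exceeded 0.213%. The lymphocyte marker list held 10 downregulated and 2 upregulated DEGs. *Ighm*, *Cd79b* and *Ms4a1* had log2 fold changes of -3.54, -1.38 and -1.25, and *Il7r* had one of 2.09 in the other direction. Of 20 B cell and plasma cell genes outside the immunoglobulin loci, 16 were lower in TranspExer, 6 of them past both DEG thresholds, with a median log2 fold change of -0.90 (adjusted p = 5.35e-10 from camera in limma, or 0.00229 unadjusted with the estimated correlation). These values are consistent with fewer B cells and plasma cells in the TranspExer cultures, or with less RNA carried over from them, which gene counts cannot part. These genes did not take most of the counts of any sample.

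A second *Nnt* gene model (ENSMUSG00000116207) had a log2 fold change of 4.93. Its counts were 0, 10 and 44 in TranspCtrl and 472, 447 and 599 in TranspExer. The first *Nnt* model, which overlaps it on the same strand, had 868, 1252 and 1333 counts in TranspCtrl and 1051, 748 and 1067 in TranspExer (log2 fold change -0.15). The summed counts of both models had a log2 fold change of 0.44 (adjusted p = 0.0715 from edgeR). The first model has more reads and dominates the sum, so the sum cannot show whether reads were shared. The second model gained 26 CPM, while the first changed by -5.72 CPM, with SDs of 12 in TranspCtrl and 6.15 in TranspExer. Without TranspCtrl replicate 1, the gain was 25.5 CPM and the change of the first model -12.6 CPM. Sharing of reads between the models was therefore neither shown nor excluded. A variant of the mouse strain against the reference was not tested, because counts per gene hold no sequence.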

How the results depend on the processing

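The number of DEGs moved within 1.5 times of 531 upregulated and 802 downregulated genes under all alternatives except the test of a 2-fold change within the model, which gave 138 and 274. All of those genes were among the 531 and 802, and the cause was not tested. DESeq2 gave 522 and 777 genes, of which 513 and 760 were shared. Scaling by library size only gave 445 and 941 genes, which moved the upregulated share of DEGs from 39.8% to 32.1% and the median log2 fold change of all tested genes from -0.018 to -0.105. Across the 6 fits that each left out one sample, there were from 443 to 579 upregulated and from 671 to 852 downregulated DEGs. Corrections for GC content and for gene length, chosen after the data were examined, gave 482 and 840 genes and 559 and 766 genes.

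With the replicate number as a block there were 519 upregulated and 767 downregulated DEGs, of which 505 and 752 were shared with the fit without the block. The deviations of same-numbered samples from their group means had a mean correlation of 0.022 across genes, so the numbers showed no pairing. With the block and the GC correction together there were 472 and 813.

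The variance on the first component, 71.4%, was 55% with each gene scaled to unit variance, 82.7% with the 500 most variable genes, 72.1% with library size only, 68.8% with a prior count of 0.5 and 48.9% with no filter beyond 1 count. It ranged from 70.2% to 72.6% across the fits that each left out one sample. The cause was not tested.

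The gene list tests depended on the inter-gene correlation. With the correlation estimated from the data, the adjusted p-values were 0.458 for the apelin pathway, 0.238 for the Notch pathway, 0.45 for TGF-β and BMP response, 0.161 for extracellular matrix, 0.176 for lipolysis, 0.161 for osteogenic markers, 0.161 for adipogenic markers and 0.117 for lymphocyte markers, all past the threshold with the preset. Over all 24 lists, 18 were past the threshold with the preset only, and the direction was kept in each. The endothelial cell markers remained past it, at 0.0406. Across the alternatives other than leaving out a sample, the adjusted p-value ranged from 0.00149 to 0.339 for the IL17 and TNF response and from 0.00728 to 0.238 for the IL1 response. With Fisher's exact test among DEGs it was 0.00149 and 0.00728, and with the replicate block 0.0365 and 0.0414, against 0.0705 and 0.119 with camera. Leaving out single samples gave 0.0445 to 0.126 for the IL17 and TNF response. The senescence and aging list, at an adjusted p-value of 0.967, was labelled lower by camera in place of higher with library size only (0.956), with the replicate block (0.824) and in 3 of the fits that left out one sample (0.771 to 0.926 over all 6). Its median log2 fold change stayed positive in all of these fits, from 0.02 to 0.16. With Fisher's exact test among downregulated DEGs, chosen after the data were examined, it was over-represented (0.00883), as were the IL17 and TNF response (0.00372) and the IL1 response (0.0127). Over its alternatives other than leaving out a sample, its adjusted p-value ranged from 0.00883 to 0.973. The causes were not tested.

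The number of Reactome sets stayed within 1.5 times of 27 for upregulated and 17 for downregulated DEGs, from 26 to 31 and from 12 to 17.

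Of 88 named genes tested, 5 reversed in at least one fit that left out a sample, none of which had passed the threshold. Their log2 fold changes ranged from -0.44 to 0.03 for *Col1a1*, from -0.57 to 0.03 for *Tnf*, from -0.47 to 0.26 for *Il6*, from -0.15 to 0.05 for *Spp1* and from -0.34 to 0.02 for *Runx2*. *Col1a1* and *Runx2* were lower past the threshold without TranspCtrl replicate 1, with adjusted p-values of 1.54e-05 and 0.00228. *Il1b*, *Fabp4* and *Lyz2* lost significance in at least one fit, with adjusted p-values of up to 0.0588, 0.145 and 0.0506. Depth limits the statements on *Bglap* and *Il17a*, which had at most 1 count per sample, and on *Ifng*, *Il6* and *Plin1*.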

Differences from the paper's values

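The share of variance on the first component was 71.4% here, whereas the paper's is about 36% in Figure 3A, read by eye. With no filter beyond 1 count it was 48.9%, which is within 1.5 times of the paper's share. The other alternatives set before the data were examined gave 55% to 82.7% and did not close the gap.

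For *Adcy4*, the fold of TranspExer over TranspCtrl was 2.38 by RNA-Seq, whereas the paper's RT-qPCR value is about 1.3 in Figure 3E, read by eye. None of the alternatives set before the data were examined closed the gap. For *Pparg*, *Cebpa*, *Fabp4* and *Lpl*, the folds by RNA-Seq were 2.48, 1.74, 1.68 and 3.29. The paper's RT-qPCR values in Figure 3H, read by eye, are about 0.65 for *Pparg*, about 0.54 for *Cebpa*, about 0.9 for *Fabp4* and about 0.75 for *Lpl*. None of the alternatives set before the data were examined closed the gap for *Pparg*, *Cebpa* or *Lpl*. For *Fabp4*, the fit without TranspCtrl replicate 2 gave 1.48, which differed from the paper's value by less than the replicate SD of 0.607. That SD rests on all samples, with the omitted one included. The direction still differed from the paper's in every fit. The log2 fold change of *Fabp4* was 0.57 to 1.13 with single samples left out and 0.65 to 0.82 in the other alternatives. The other alternatives set before the data were examined did not close the gap.

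The counts of DEGs did not differ from the paper's by this measure, at 531 against the paper's 546 upregulated and 802 against its 799 downregulated genes.

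The paper states that osteogenic genes were higher in MSCs of the TranspExer group by RT-qPCR. In the RNA-Seq counts, *Alpl* and *Sp7* had log2 fold changes of -0.99 and -1.07, and *Runx2*, *Col1a1* and *Spp1* did not differ beyond the spread of replicates. For *Runx2* and *Col1a1* this rests on TranspCtrl replicate 1. Without it, both were lower past the adjusted p-value threshold (0.00228 and 1.54e-05 from edgeR). The paper states that adipogenic genes were lower, whereas all 4 were higher in the RNA-Seq counts. For pathways higher in the TranspCtrl group, the paper names senescence and IFNγ responses, whereas the hand-written lists for these had median log2 fold changes of 0.11 and -0.09 in TranspExer (adjusted p = 0.967 and 0.42 from camera in limma). The senescence list did hold more downregulated DEGs than chance gives, 8 against 2.38 expected (adjusted p = 0.00883 from Fisher's exact test among downregulated DEGs, chosen after seeing the values). The IFNγ list did not (adjusted p = 1 from the same test). The paper also names IL17 and TNF signaling and the response to IL1, for which the lists had adjusted p-values of 0.0705 and 0.119 from camera. With Fisher's exact test among DEGs these were 0.00149 and 0.00728, and with the replicate block 0.0365 and 0.0414. Without TranspCtrl replicate 2, the IL17 and TNF list had 0.0445. With the correlation estimated from the samples, camera gave the 2 lists 0.339 and 0.238. These lists are not the GO and KEGG sets of the paper. For TGF-β, Rap1 and PI3K-AKT, which the paper names among enriched pathways, the Reactome sets were not over-represented under any of the alternatives run for them (adjusted p = 1 in each from Fisher's exact test). The platelet calcium homeostasis set had adjusted p-values from 0.6 to 1. The set for response to elevated platelet cytosolic Ca2+ came closer to the threshold in the main test (adjusted p = 0.0631). Those sets are not the paper's either. The hand-written TGF-β and BMP list did pass with camera (adjusted p = 0.00186).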

Other observations

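The tests of library size, of DEG counts under other splits, of endothelial markers outside Figure 3D and of macrophage and neutrophil markers were set before the data were examined. The tests of GC content, gene length, the share of cell types in TranspCtrl replicate 1, adipocyte genes, paralogs, and list or set counts under other splits were chosen after the result was seen.

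The DEGs were tested for technical explanations. Of the 4 splits of the 6 samples that part all same-numbered pairs, 1 gave as many DEGs, the real one, and with so few splits the share cannot fall under 0.05. The other 3 gave 0 DEGs, with 104, 99 and 164 genes at an unadjusted p-value under 0.05 against 6740 for the real split. The remaining 6 splits, which part 1 pair each, gave 0 DEGs, with 78 to 389 genes at that unadjusted threshold. For the number of gene lists past the threshold it was again 1 of 4, with 19 lists for the real split, and the other 9 splits gave 7 to 11 lists. For Reactome sets it was 1 of 4, with 44 sets against 0. Every other split sets a group with 2 TranspCtrl samples against one with 2 TranspExer samples, so part of the real difference stays between its groups and the rest adds to the variance within them. These splits therefore do not show what samples without a group difference would give. The mean total count of TranspExer was 0.975 times that of TranspCtrl and the totals overlapped, so library size did not part the groups. After the GC correction there were 1322 DEGs against 1333 without it, of which 459 upregulated and 760 downregulated genes were shared. Across genes, which are not independent replicates, log2 fold change had a Spearman's rho of 0.189 with GC content and 0.113 with gene length. After a gene length correction there were 1325 DEGs, of which 523 upregulated and 745 downregulated genes were shared, so neither correction removed most of the DEGs.

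Endothelial cell markers outside Figure 3D were higher as a list (adjusted p = 1.05e-40 from camera in limma). This list lacks 1 of the 33 markers, so it is nearly the same list. More endothelial cells in the TranspExer cultures are a candidate explanation for part of the rise in the genes of Figure 3D, as an alternative to a change within MSCs. The source of each of the 8 genes was not tested. The 32 markers had log2 fold changes from -0.41 to 2.69. The changes of the genes other than *Plin1* lie in this wide range, so their size does not tell their source. No marker had a larger change than *Plin1*, which was at least 11-fold higher, so more endothelial cells alone are a less likely explanation for *Plin1*.

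Inflammatory genes were lower in TranspExer for part of the lists. Fewer macrophages or neutrophils could lower them, but macrophage markers were higher as a list (median log2 fold change 0.16, adjusted p = 0.0316 from camera in limma) and so were neutrophil markers (median log2 fold change 0.31, adjusted p = 8.15e-05). With the correlation estimated from the samples, the lists had adjusted p-values of 0.433 and 0.161. With single samples left out, the adjusted p-value ranged from 0.000442 to 0.125 for macrophage markers. For neutrophil markers it ranged from 4.44e-07 to 0.00197. In the macrophage list, *Clec4n*, *Marco* and *Lyz2* were lower, with log2 fold changes of -1.53, -1.35 and -1.14.

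TranspCtrl replicate 1 lay apart from replicates 2 and 3. Its deviation from them in log2 CPM had a Spearman's rho of -0.133 with GC content and -0.294 with gene length across genes, so a technical difference between libraries cannot be excluded. Of 8 cell type marker lists, 3 had a median deviation outside the central 95% of 10000 random lists matched on expression, endothelial markers at -0.23 and macrophage and neutrophil markers at 0.21 and 0.10. A different mix of cell types in that culture is a candidate explanation as well, and the 2 kinds cannot be told apart. No batch is stated in the labels.

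*Pparg*, *Lpl*, *Cebpa* and *Fabp4* were higher in TranspExer. More adipocytes could raise them, but only 4 of 12 adipocyte-restricted genes passed the low-count filter, which voids the test (adjusted p = 0.278 from camera in limma). *Adipoq*, an adipocyte gene, had 16 to 18 counts per TranspCtrl sample and 16 to 22 per TranspExer sample. *Plin1*, a lipolysis gene that was not among the genes tested in that list, had at most 3 and 25 to 34 counts. These single genes differ, so they leave the question open.

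*Zxda* had 0, 6 and 1 counts in TranspCtrl and 79, 76 and 94 in TranspExer. Its paralog *Zxdb* had 232, 403 and 443 counts in TranspCtrl and 336, 357 and 435 in TranspExer. The summed counts had a log2 fold change of 0.47 (adjusted p = 0.138 from edgeR), but *Zxdb* dominates the sum. *Zxda* gained 4.29 CPM, while *Zxdb* changed by 2.44 CPM, with SDs of 5.38 in TranspCtrl and 2.12 in TranspExer. Without TranspCtrl replicate 1, *Zxdb* changed by -0.665 CPM. The SD of *Zxdb* in TranspCtrl exceeded the gain, so sharing of reads between the paralogs was neither shown nor excluded.

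Among other values, the imprinted genes *H19* and *Igf2* had log2 fold changes of -3.71 and -2.83 (adjusted p = 2.28e-05 and 7.57e-05 from edgeR). *H19* had 3578, 3751 and 4306 counts in TranspCtrl and 294, 298 and 219 in TranspExer. Extracellular matrix genes were lower as a list, with 39 of 52 lower, 16 downregulated and 3 upregulated DEGs and a median log2 fold change of -0.62 (adjusted p = 1.87e-14 from camera in limma, or 0.161 with the correlation estimated from the samples). *Col11a1*, *Fbln2*, *Postn* and *Thbs2* had log2 fold changes of -1.88, -1.87, -1.79 and -1.45. The Reactome set for extracellular matrix organization was over-represented among DEGs of both directions. Of its 191 genes, 28 were downregulated and 19 upregulated DEGs (adjusted p = 5.96e-09 and 0.0103 from Fisher's exact tests). Osteoclast markers were lower as a list, with 6 downregulated and 2 upregulated DEGs, 7 genes higher, 7 lower and a median log2 fold change of -0.29 (adjusted p = 0.0107 from camera, or 0.138 with the estimated correlation). Among them, *Ctsk* and *Dcstamp* had log2 fold changes of -2.51 and -2.26, and *Atp6v0d2* had one of 1.02. Of further osteogenic markers, *Ibsp* and *Omd* had log2 fold changes of -2.96 and -1.93, and *Bmp2* had one of 2.39. Of further adipogenic markers, *Cd36* had a log2 fold change of 2.04 and *Scd1* one of -1.10. Of 41 cell cycle genes, 26 were higher and 15 lower, with no DEG and a median log2 fold change of 0.17 (adjusted p = 0.0044 from camera, or 0.121 with the estimated correlation).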
